# Histamine H_3_ Receptor Integrates Peripheral Inflammatory Signals in the Neurogenic Control of Immune Responses and Autoimmune Disease Susceptibility

**DOI:** 10.1371/journal.pone.0062743

**Published:** 2013-07-22

**Authors:** Dimitry N. Krementsov, Emma H. Wall, Rebecca A. Martin, Meenakumari Subramanian, Rajkumar Noubade, Roxana Del Rio, Gary M. Mawe, Jeffrey P. Bond, Matthew E. Poynter, Elizabeth P. Blankenhorn, Cory Teuscher

## Abstract

Histamine H_3_ receptor (*Hrh3*/H_3_R) is primarily expressed by neurons in the central nervous system (CNS) where it functions as a presynaptic inhibitory autoreceptor and heteroreceptor. Previously, we identified an H_3_R-mediated central component in susceptibility to experimental allergic encephalomyelitis (EAE), the principal autoimmune model of multiple sclerosis (MS), related to neurogenic control of blood brain barrier permeability and peripheral T cell effector responses. Furthermore, we identified *Hrh3* as a positional candidate for the EAE susceptibility locus *Eae8*. Here, we characterize *Hrh3* polymorphisms between EAE-susceptible and resistant SJL and B10.S mice, respectively, and show that *Hrh3* isoform expression in the CNS is differentially regulated by acute peripheral inflammatory stimuli in an allele-specific fashion. Next, we show that *Hrh3* is not expressed in any subpopulations of the immune compartment, and that secondary lymphoid tissue is anatomically poised to be regulated by central H_3_R signaling. Accordingly, using transcriptome analysis, we show that, inflammatory stimuli elicit unique transcriptional profiles in the lymph nodes of H_3_RKO mice compared to WT mice, which is indicative of negative regulation of peripheral immune responses by central H_3_R signaling. These results further support a functional link between the neurogenic control of T cell responses and susceptibility to CNS autoimmune disease coincident with acute and/or chronic peripheral inflammation. Pharmacological targeting of H_3_R may therefore be useful in preventing the development and formation of new lesions in MS, thereby limiting disease progression.

## Introduction

Multiple sclerosis (MS), a chronic inflammatory disease of the central nervous system (CNS), is the most common disabling neurologic disease of young adults and adolescents affecting ∼350,000 individuals in the United States and more than 1 million individuals worldwide [1]. The etiopathogenesis of MS is largely unknown; however, it involves both genetic and environmental factors [2], [3], [4]. The spectrum of clinical courses in MS is diverse and includes relapsing/remitting (R/R), primary progressive, secondary progressive, and progressive relapsing MS [5]. Additional subtypes based on severity include benign [6] and malignant MS [7], [8]. The pathologic lesions that best correlate with acute clinical exacerbations of disease feature foci of inflammation associated with active myelin degradation and phagocytosis and partial axonal preservation. Axonal injury and loss, however, occur to varying degrees in all lesions and in normal-appearing white and grey matter, and axon loss is a major correlate for permanent clinical deficits. Structurally, MS lesions show characteristic features which include demyelination, loss of oligodendrocytes, preferential destruction of thin caliber axons, impaired remyelination and astrocytic gliosis [9].

Research into the mechanisms underlying neuroinflammatory reactions in MS is largely driven by two hypotheses [10]. The immune-initiated hypothesis contends that autoreactive T cells generated in the periphery gain entry to the CNS where they elicit an inflammatory cascade that results in injury to previously normal neural tissues. In contrast, the neural-initiated disease hypothesis posits that events within the CNS initiate the process and that autoimmune responses are secondary. Previously, in the course of our studies examining the role of histamine and histamine receptors in experimental autoimmune encephalomyelitis (EAE) – often used to model aspects of these essentially conflicting hypotheses – we identified histamine H_3_ receptor (*Hrh3*/H_3_R) as a gene that potentially unites these opposing theories functionally [11].

H_3_R is expressed presynaptically where it is an inhibitory autoreceptor (inhibits release of HA from histaminergic neurons) and heteroreceptor (inhibits release of other neurotransmitters such as acetylcholine, noradrenaline, dopamine, 5-HT, GABA, and glutamate from non-histaminergic neurons) [12]. Absence of presynaptic inhibition results in failure to limit neurotransmitter release, increased postsynaptic activity, and neurotransmitter spillover [13]. Our studies revealed the existence of an H_3_R-mediated central component in susceptibility to EAE related to neurogenic control of blood brain barrier (BBB) permeability and expression of cytokines and chemokines, and their receptors, by peripheral T cells. Subsequently, H_3_R was shown to similarly regulate neuroinflammation in cerebral malaria, with H_3_R-deficiency correlating with increased BBB permeability and altered T cell phenotypes [14]. Moreover, we identified *Hrh3*, which under normal physiologic conditions plays a role in regulating body weight [15], as a positional candidate gene for *Eae8*, a quantitative trait locus (QTL) controlling EAE susceptibility and associated weight loss [16], [17], [18].

In this study, we provide functional characterization of a G293D polymorphism in the third intracellular domain of H_3_R associated with G_i/o_ and beta-arrestin coupling to second messenger signaling pathways [19], [20], [21] that distinguishes EAE-susceptible SJL mice and EAE-resistant B10.S mice. We also demonstrate allele-specific differential expression of *Hrh3* isoforms in the CNS in response to peripheral inflammatory stimuli, i.e., adjuvants used to elicit disease. Using a transcriptomics approach, we further show that the absence of H_3_R signaling in the CNS significantly alters early responses to such stimuli at the level of the lymph node (LN). Taken together, our results provide additional support for *Hrh3* as a gene central to a neural reflex [22], [23], [24] controlling peripheral immune responses and EAE susceptibility, and as a positional candidate gene for *Eae8.* Importantly, our findings provide a functional framework uniting the immune- and neural-initiated models of MS pathogenesis, and provide insight into the mechanisms whereby gene-by-environmental stimuli may influence the long term progression and spectrum of clinical disease courses seen in MS [25].

## Results and Discussion

### Characterization of Hrh3 Polymorphism Distinguishing EAE-susceptible SJL and EAE-resistant B10.S Mice

Previously, using B10.S.SJL-*Eae8* congenic mice, we identified *Hrh3* as a positional candidate gene for *Eae8*, a QTL controlling EAE susceptibility and associated weight loss [16], [17], [18]. Given that EAE-susceptible mouse strains experience weight loss with the onset of EAE [26] and that H_3_RKO mice manifest changes in weight and energy expenditure [27], we hypothesized that an *Hrh3* polymorphism distinguishing EAE-resistant B10.S and EAE-susceptible SJL mice may underlie *Eae8*. As a first test of this hypothesis, we undertook cDNA sequencing of the two alleles to identify coding region variants. A single missense mutation at position 878 (G to A) leading to a change from glycine to aspartic acid at residue 293 (G293D in SJL) was identified (**Fig. 1**). An examination of 18 different inbred strains of mice using restriction fragment length polymorphism (RFLP) analysis confirmed the existence of two alleles segregating among the various inbred strains **(** **Fig. 1** **)**.

**Figure 1:**
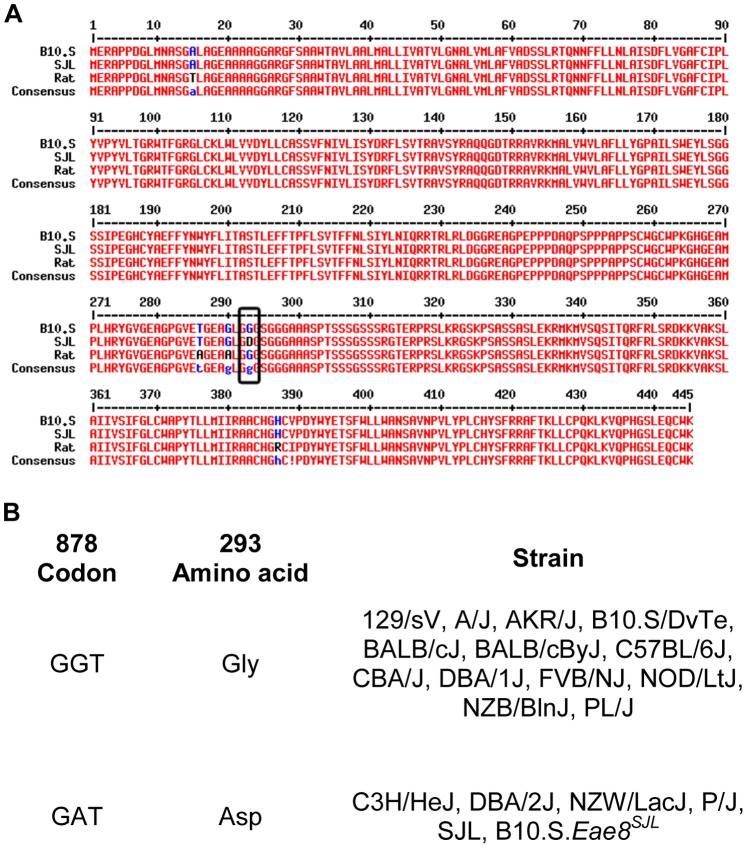
Murine *Hrh3* demonstrates a single nucleotide polymorphism. (**A**) Sequence alignment of *Hrh3* alleles from B10.S and SJL mice, and rat. *Hrh3* cDNAs from the B10.S and SJL mice were amplified, subcloned, and sequenced, as described in the Materials and Methods. (**B**) The strain distribution of the SNP at position 293 in *Hrh3*. The presence of the SNP in the indicated strains of mice was determined using restriction typing, as described in the Materials and Methods.

The G293D substitution resides within the third intracellular (IC) loop which couples H_3_R to G_i/o_ and beta-arrestin second messenger signaling pathways [19], [20], [21]. The G293D substitution in H_3_R is analogous to the amino acid substitutions recently identified within the third IC domain of H_1_R underlying *Bphs*, a shared immunopathology disease gene controlling *Bordetella pertussis*-induced sensitivity to histamine, EAE, and autoimmune orchitis [28], [29], [30]. Importantly, a A280V missense mutation within the third IC loop of the human H_3_R gene has been reported in multiple system atrophy (Shy-Drager Syndrome), a rare neurodegenerative disease [31] and as a risk factor for migraine [32].

To assess the functionality of the G293D polymorphism, we expressed the two alleles and compared the pharmacologic properties of the H_3_R ligands R-α-methylhistamine (RAM-HA) and Imetit in a radioligand binding assay, a GTPγS-binding assay, and a ligand-induced Ca^2+^ mobilization assay (**Fig. 2A–C**). Overall, no significant difference in either receptor affinity or activity was detected, suggesting that the G293D polymorphism does not alter the function of the protein per se. However, these results do not exclude the possibility that an *Hrh3* isoform expression polymorphism may underlie *Eae8,* since the assays described above are limited to utilizing full length *Hrh3* cDNA expressed under a heterologous promoter.

**Figure 2:**
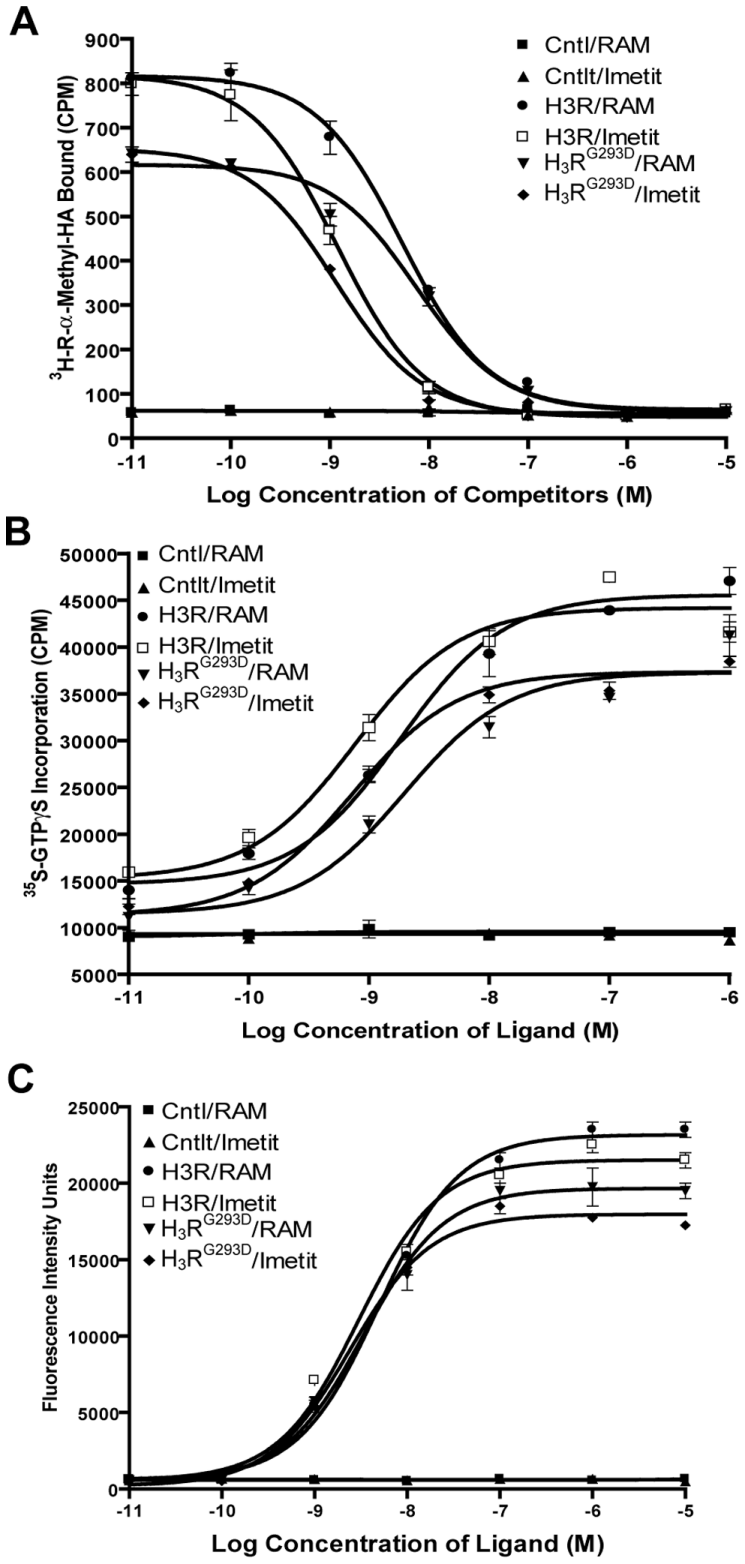
Pharmacological comparison of *Hrh3* allele functionality. (**A**) Characterization of H_3_R and H_3_R^G293D^ using radioligand binding assays. Plasmids carrying *Hrh3* cDNA for the indicated alleles were transiently transfected into COS-7 cells. Cell membranes from transfected cells were used in radioligand binding assays with 3H-RAM-HA as the tracer in the presence of various concentrations of unlabeled RAM-HA and Imetit as the competitors (see Materials and Methods). Membranes from mock transfected COS-7 cells were used as the negative controls (Cntl). (**B**) Functional comparison of H_3_R and H_3_R^G293D^ in GTPγS binding assays. Membranes from CHO cells transiently expressing H_3_R cDNA for the indicated alleles were stimulated with various concentrations of RAM-HA and Imetit in the presence of 35S-GTPγS as the tracer (see Materials and Methods). Membranes from mock transfected CHO cells were used as the negative control (Cntl). (**C**) Functional comparison of H_3_R and H_3_R^G293D^ Ca2+ mobilization assays. 293T cells co-expressing Gqi5 and H_3_R or H_3_R^293D^ were stimulated with different concentrations of RAM-HA and Imetit. The ligand-stimulated Ca^2+^ mobilization was monitored using a FLIPR instrument (Molecular Device) (see Materials and Methods). 293T cells expressing Gqi5 alone were used as controls (Cntl).

### Differential Hrh3 Isoform Expression in SJL and B10.S Mice in Response to Peripheral Inflammatory Stimuli

Multiple H_3_R isoforms have been described for humans, rats, and mice. In the human, H_3_R isoforms demonstrate differences in pharmacologic activity [33], [34], [35]. Many of these isoforms differ from the full length transcript by a variable-length deletion in the third IC loop. Importantly, isoform variation in this region results in differences in H_3_R functional activity. For example, an 80 amino acid deletion at the third IC loop of human H_3_R confers increased constitutive activity [21]. In the rat, 32 and 48 amino acid deletions, which in the mouse encompasses the G293D polymorphism, result in changing H_3_R’s efficiency in G protein coupling to second messenger signaling pathways [19], [20]. Consequently, these deletions result in increased constitutive activity, similar to the 80 amino acid deletion in the human H_3_R.

In our previous EAE study, H_3_RKO mice immunized for the induction of EAE exhibited increased BBB permeability on D4 post-immunization, significantly earlier than the appearance of inflammatory cells in the CNS [11]. This finding supports a role for events predicted by the neural-initiated disease hypothesis, which posits that events within the CNS initiate the disease process and influence subsequent autoimmune responses. We reasoned therefore that differential expression of H_3_R isoforms in response to inflammatory stimuli i.e., adjuvants/pain/danger signals etc., may be important in neurogenic control of disease susceptibility in SJL and B10.S mice. In this regard, both pertussis toxin (PTX) [36] and complete Freund’s adjuvant (CFA) [37] lead to increased BBB permeability and systemic exposure to lipopolysaccharide (LPS) directly disrupts endothelial cell barrier functions [38] including BBB transport of amyloid proteins [39], [40], which have recently been shown to suppress EAE severity [41]. Moreover, advances in neuroscience and immunology have established the anatomical and cellular basis for bidirectional communication between the nervous system and immune systems [22]. To explore the possibility that inflammatory stimuli can impact *Hrh3* isoform expression, *Hrh3* isoform expression was studied by RT-PCR using forebrain tissue from untreated SJL and B10.S mice, or at D1 and D10 after immunization with proteolipid protein peptide 139–151 (PLP_139–151_)+ complete Freund’s adjuvant (CFA)+pertussis toxin (PTX), or with each of the respective components of the adjuvants used to induce disease, CFA, PTX, or CFA+PTX. Isoform-specific RT-PCR primers were designed based on the 3 published rat isoform sequences; thus detecting murine orthologs of the rat *Hrh3a* (full length transcript), *Hrh3b* (missing 32 amino acids from the third IC loop), and *Hrh3c* (missing 48 amino acids from the third IC loop) isoforms [19], [20].

*Hrh3b* in whole forebrain was consistently below the level of detection in both B10.S and SJL mice irrespective of treatment; in contrast, *Hrh3a* and *Hrh3c* transcripts were readily quantifiable. For both detectable isoforms, there was a response to treatment, but no difference between the four inflammatory stimuli, and no strain-by-treatment interaction, indicating that strain is the major source of variation underlying differential expression of the two isoforms (**Fig. 3**). Consequently, the treatment groups were pooled by strain and reanalyzed (**Fig. 4**).

**Figure 3:**
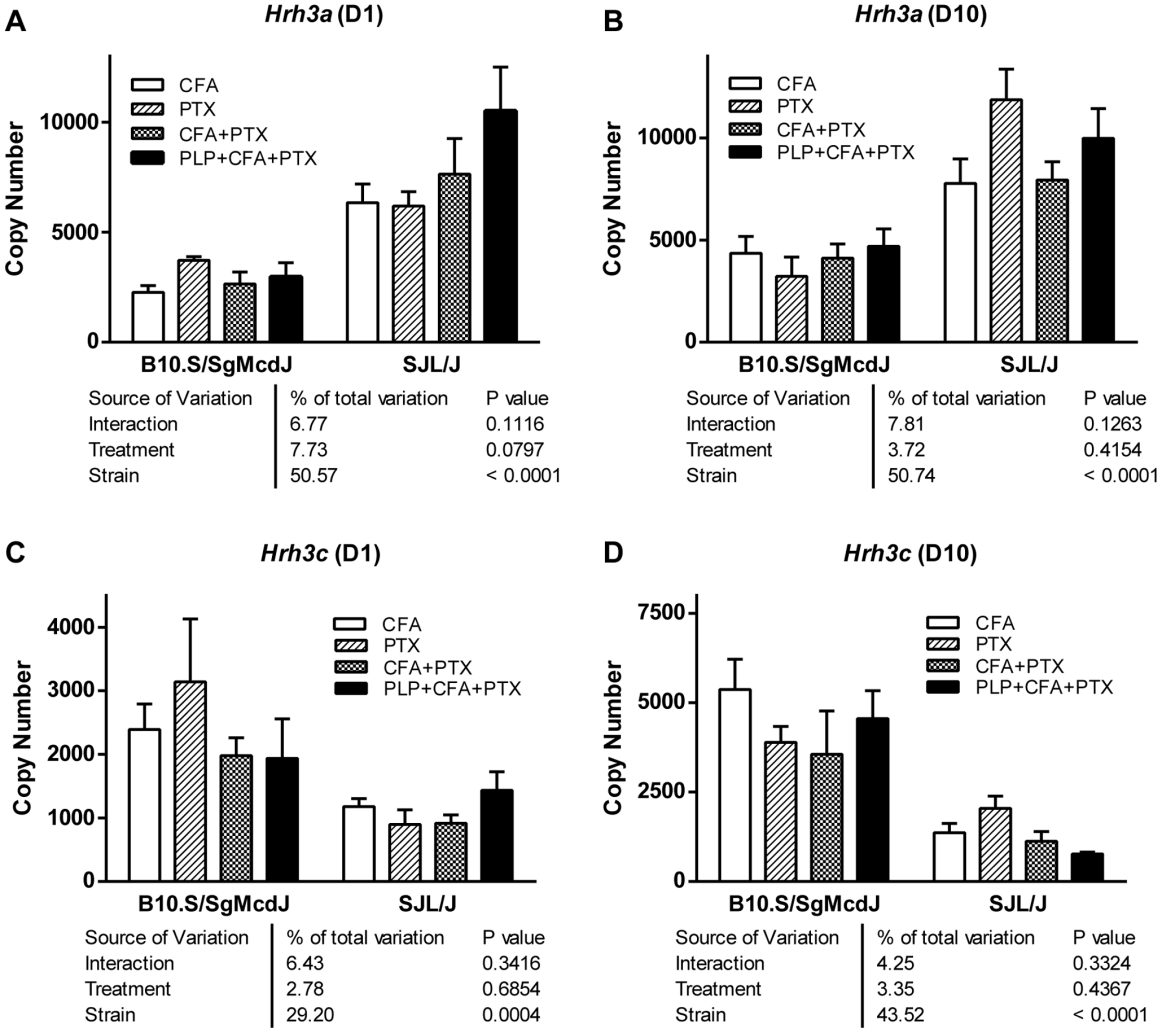
*Hrh3* isoform expression is influenced primarily by strain. Expression levels were determined by real time PCR using mRNA isolated from perfused forebrains on D1 (A) and (C) and D10 (B) and (D) post-injection with either CFA, PTX, CFA+PTX or PLP_139–151_+CFA+PTX, as described in Materials in Methods (n = 4–8). Data were analyzed by two-way ANOVA for effect of treatment and strain.

**Figure 4:**
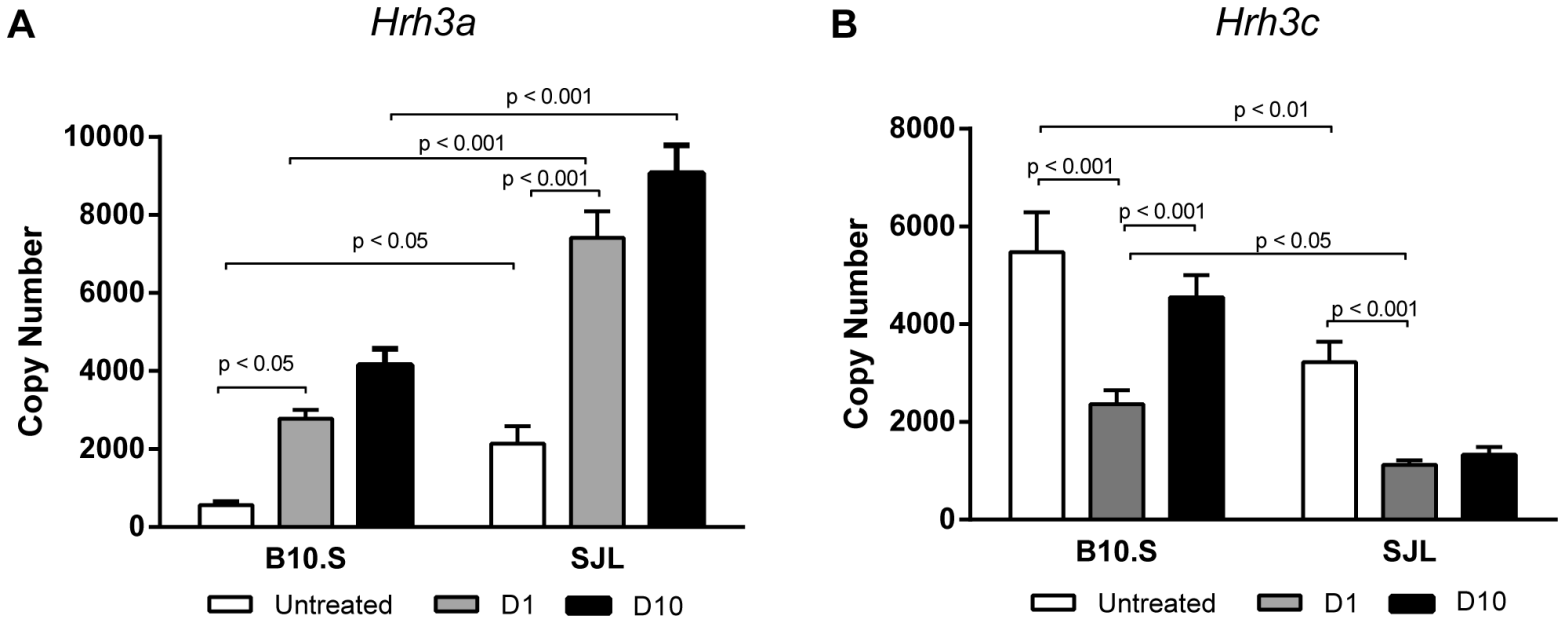
Differential *Hrh3* isoform expression in B10.S and SJL mice in response to peripheral inflammatory stimuli. (**A**) *Hrh3a* expression in the forebrain of B10.S and SJL mice (n = 20), as determined by qRT-PCR (see Materials and Methods), either untreated, or D1 and D10 post-treatment. (**B**) *Hrh3c* expression in the forebrain of B10.S and SJL mice, untreated, or D1 and D10 post-treatment. Data were analyzed by two-way ANOVA for effect of treatment and strain.

Basal expression of *Hrh3a* was higher in SJL forebrain compared to B10.S, whereas *Hrh3c* was lower (**Fig. 4**). Treatment resulted in an increase in *Hrh3a* expression, and a decrease in *Hrh3c* expression in both strains. Expression of *Hrh3a* remained elevated between D1 and D10 in both strains; however, it remained higher in SJL mice compared to B10.S (**Fig. 4A**). In contrast, *Hrh3c* expression increased from D1 to D10 in B10.S mice, whereas it remained low in SJL mice (**Fig. 4B**). Overall, these results support the existence of both a basal and a treatment-specific *Hrh3* isoform expression polymorphism.

Our previous findings with H_3_RKO mice suggested that signaling through H_3_R may be protective in EAE. Although EAE-susceptible SJL mice tend to express higher levels of the full length *Hrh3a* isoform, they express lower levels of the short *Hrh3c* isoform relative to B10.S mice. Given the finding that the rat ortholog of *Hrh3c* is constitutively active [19], [20], and assuming that the mouse and rat orthologs are functionally homologous, we suggest that constitutive signaling through *Hrh3c* is protective in EAE. Consistent with this, expression of the *Hrh3c* isoform was not upregulated in SJL mice by D10, whereas it was upregulated in B10.S mice (**Fig. 4B**). Taken together, our findings suggest that differential *Hrh3* isoform expression in response to peripheral inflammatory stimuli regulates neurogenic control of EAE in SJL and B10.S mice, and is a potential functional candidate polymorphism underlying *Eae8*. We also acknowledge the possibility that other candidate genes in addition to *Hrh3* may reside within the *Eae8* locus, particularly given the somewhat modest difference in *Hrh3* isoform expression between SJL and B10.S mice (Fig. 4). However, since the *Hrh3* alternative splicing and expression is regulated very rapidly after inflammatory insult (Fig. 4), we believe that modest changes in expression early can significantly alter the course of the subsequent immune response, and can lead more profound modulation of disease course later. For example, 2 fold overexpression of Tlr7 due to a gene translocation event is sufficient to significantly accelerate the course of autoimmune lupus [42], [43].

The candidacy of *Hrh3* for *Eae8* is further supported by comparing the functional roles of H_3_R and their relationship to the clinical presentations of MS and EAE. H_3_R is expressed presynaptically where it is an inhibitory autoreceptor and heteroreceptor [44]. Consequently, the neurophysiologic roles of H_3_R are complex and impact a variety of phenotypes including weight, metabolism, cognition/memory, arousal, sensory-motor activity, thermoregulation, and inflammatory and non-inflammatory pain [44]. Many, if not all of these are dysregulated in MS [45], [46], [47], [48]. For example, ∼50% of MS patients experience one or more types of pain simultaneously, occurring at any point during the disease course [45]. In SJL/J mice with either EAE or Theiler’s murine encephalomyelitis virus (TMEV) induced demyelination, a viral model of MS, dysregulated pain sensation, including allodynia and hyperalgesia, is observed [49], [50], [51]. In EAE, these effects involve dysregulation of the glutamatergic system [50] in which H_3_R, as a presynaptic heteroreceptor, negatively modulates glutamate release [44]. Similarly, cognitive impairment which is common in MS [46], [52] is also seen in EAE in association with dysregulated glutamatergic and GABAergic transmission [53].

### Hrh3 Expression in Secondary Lymphoid Tissues and by Hematopoietic Cells

In our earlier EAE study [11], and in a study on cerebral malaria in mice [14], it was proposed that H_3_R plays a role in neurogenic control of T cell effector responses. As such, *Hrh3* would serve as a key gene in the elaborate interactions between the brain and the immune systems [54] comprising a neural inflammatory reflex [22], [23], [24]. To exclude the possibility that H_3_R is influencing immune responses directly through its expression in either secondary lymphoid tissues and/or hematopoietic cells including T cells, we examined its expression in the spleen and LN of naive animals, and by macrophages, mast cells, neutrophils, bone marrow-derived dendritic cells, B cells (B220+), effector CD8+ (TCRβ+CD8+CD4−), naive CD4+ (TCRβ+CD4+CD8−CD25^low^CD45R^high^CD44^low^CD1d-tetramer-), memory CD4+ (TCRβ+CD4+CD25^low^CD45RB^low^CD44^high^CD1d-tetramer-), NKT (CD1d tetramer+), and Treg cells (TCRβ+CD4+Foxp3+) by RT-PCR. mRNA for any of the known *Hrh3* isoforms was undetectable in both whole spleen and LN, as well as in all cells of the innate and adaptive immune systems studied. These data are also predicted by the neural-initiated disease hypothesis and identify H_3_R as a key CNS intermediate in a neural inflammatory reflex influencing T cell effector responses and susceptibility to EAE, presumably through innervation of secondary lymphoid tissues.

To confirm the innervation of mouse spleen and LN, we employed immunohistochemistry using neuronal-specific enolase (NSE), a pan-neuronal marker [55]. In the spleen, dense innervation was observed, particularly around the vasculature, as previously reported [56] (**Fig. 5A and B**). However, in contrast to what has been reported for the LNs of other species, where nerve fibers have been shown to branch into the parenchyma in paracortical and cortical regions [57], only sparse innervation was detected in the mouse LN. This was primarily located in the capsular and subcapsular sinus (SCS) (**Fig. 5C and D**) and absent from the parenchyma. This pattern of innervation was similar regardless of the age of the mouse or LN location (data not shown). Although in our hands the mouse LN lacked innervation in traditional T and B cell zones, the finding of innervation in the capsular and SCS is nevertheless consistent with the finding that particulate antigens and pathogens arriving via the lymphatics are retained in the SCS of mouse LN **[58]**, [59], [60], [61], **[62]**, and that naive T cells can relocalize to the SCS in response to infection [63]. Moreover, SCS macrophages can present antigen to B cells [59], [61], [62], in line with their ability to retain antigen on their surface, rather than internalize and degrade it [64], [65]. Additionally, SCS macrophages have been shown to be specialized APCs, which in conjunction with non-cognate B cells deliver opsonized antigens to germinal centers thereby promoting affinity maturation [66].

**Figure 5:**
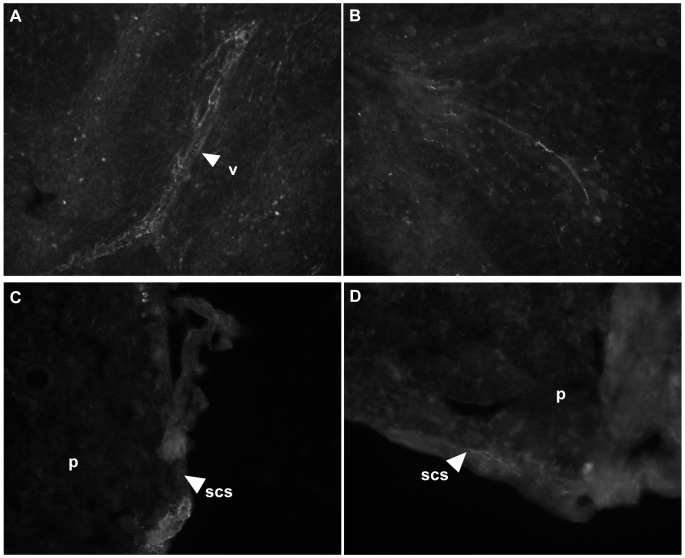
Spleen and LN are innervated at physically relevant locations. Fixed, frozen sections of spleen (A and B) and pancreatic LN (C and D) from C57BL/6 mice were stained with anti-NSE antibody and visualized with Cy3-conjugated secondary antibody. (A) and (B), 200×magnification; (C) and (D), 400×magnification. Figure labels: v, vascular plexus; scs, subcapsular sinus; p, parenchyma.

Taken together, our results support a role for innervation of secondary lymphoid tissues in H_3_R-mediated neurogenic control of immune responses. Nevertheless, it is worth noting that H_3_R-mediated neurogenic control of immune responses via the hypothalamic-pituitary-adrenal axis cannot be completely excluded in EAE since H_3_R agonist stimulated release of adrenocorticotropic hormone (ACTH) from the mouse pituitary tumor cell line, AtT-20, can be blocked by first generation H_3_R antagonists [67], [68]. However, a recent study brings into question the role of H_3_R in regulating ACTH release. Using a highly selective second generation antagonist capable of pharmacologically discriminating H_3_R and H_4_R indicates that H_4_R rather than H_3_R regulates ACTH release from AtT-20 cells [69].

### H_3_R Signaling Regulates Gene Expression in LN

Given the findings that H_3_R negatively regulates the development of EAE, a T cell-mediated autoimmune disease, that antigen-specific CD4^+^ T cells from H_3_RKO animals demonstrate a unique effector profile [11], [14], and that the microenvironments of secondary lymphoid tissues are anatomically poised to be subjected to H_3_R mediated neurogenic control, we evaluated the possibility that central H_3_R signaling modulates gene expression in the LN under basal conditions and in early responses to peripheral stimuli. To this end, we utilized microarrays to examine baseline gene expression in the LN of untreated WT and H_3_RKO mice. Because changes in *Hrh3* isoform expression occur within 24 hours of exposure to peripheral inflammatory stimuli (**Fig. 4**), we also examined gene expression at 24 hours following the administration of the two adjuvants used to induce EAE, CFA alone or in combination with PTX.

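Hrh3, the gene targeted in H3RKO mice, has 1 probe set on the array used here (1448807_at). The paper found its mRNA undetectable in whole LN by RT-PCR, and 37.3% of probe sets had a lower mean signal than this one, which carries no call of signal over background. Its log2 signal was 7.24 ± 0.04 (SD, n = 4) in the arrays labelled H3RKO and 6.62 ± 0.05 (SD, n = 4) in the arrays labelled WT. The lowest array labelled H3RKO (7.20) lay above the highest WT array (6.66; exact permutation test, two-sided, p = 0.0286, the smallest p that 4 arrays against 4 allow). The ratio of the means was 1.53 (adjusted p = 0.0752 from limma over 22626 probe sets, higher in 4 of 4 arrays). The sources used here do not place the probe set relative to the deleted part of the gene, so this signal does not check the labels. In the paper's qRT-PCR on other mice (Fig. 6), S100a8 and Mpo were higher and Mup1 lower in H3RKO LN after CFA+PTX. S100a8 and Mpo ran the same way in the CFA+PTX arrays as labelled. The probe set 1420465_s_at, which has no gene name in the sources used here but has the fold changes of the paper's Mup1, was lower in all 4 arrays labelled H3RKO (9.09 to 9.27) than in all 4 WT arrays (10.48 to 12.81). Lymph node (LN) RNA was measured on 8 arrays, 1 per pool of at least 3 mice aged 8 weeks. Untreated WT and untreated H3RKO mice gave 2 pools each, and each genotype gave 1 pool taken 24 h after CFA and 1 pool taken 24 h after CFA+PTX. CFA is an oil emulsion of killed mycobacteria, and PTX is the toxin of Bordetella pertussis. The submitters' titles of the CFA+PTX arrays name PTX alone, whereas their descriptions and the paper name CFA with PTX, and these arrays are treated as CFA+PTX. Differences between genotypes are given as log2 of H3RKO minus WT with the SE from limma, a linear model that shares information on the spread between genes. The treated groups have no replicate, so the spread comes from the untreated pairs and each lone treated array is assumed to vary like them.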

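In untreated LN, several genes of myeloid cells had more RNA in the arrays labelled H3RKO than in WT arrays. Slfn4, an interferon-induced gene of myeloid cells, was higher by 2.07 ± 0.40 (log2 ± SE, n = 2 arrays per genotype). Chil3, which encodes a chitinase-like protein secreted by macrophages, was higher by 1.84 ± 0.23 (adjusted p = 0.425). Clec4d, a C-type lectin receptor of monocytes and neutrophils, was higher by 1.21 ± 0.11 (adjusted p = 0.148), and Fpr2, a receptor for formyl peptides on neutrophils, by 1.05 ± 0.09 (adjusted p = 0.0924). Vcan, which encodes the matrix proteoglycan versican, was higher by 1.53 ± 0.29. The contractile protein genes Myh4 (1.66 ± 0.40) and Acta1 (1.60 ± 0.46) were also higher. Retn, which encodes resistin, a hormone of fat cells in mice, was lower, with a difference of −1.24 ± 0.10 (adjusted p = 0.0924). The epithelial genes Krt19 (−1.97 ± 0.48) and Dmbt1 (−1.62 ± 0.36) and the cytochrome gene Cyp2e1 (−1.43 ± 0.35) were lower too, and like Slfn4, Vcan, Myh4 and Acta1 had adjusted p = 0.916. For each of these 11 genes, both arrays labelled H3RKO lay on the same side of both WT arrays. At the study's criterion (unadjusted p with a fold change over 2), 22 genes differed, 13 higher and 9 lower. Beyond these, 2 probe sets shared by several genes and 6 without a gene name in the sources used here passed. The count of genes was higher with any 1 untreated array left out, most of all without WT untreated replicate 2. After Benjamini-Hochberg adjustment over all probe sets, limma kept 2 probe sets, 1420465_s_at (lower, with a fold change of 10.1) and 1426154_s_at (lower, with a fold change of 12.5), each at adjusted p = 0.00262 and lower in 2 of 2 arrays. The sources used here give no gene name for them, and 1420465_s_at has the fold changes that the paper gives for Mup1. At an unadjusted p under 0.05, 1228 probe sets differed in limma where 1131 would by chance. The methods' linear model, without moderation, called 8 genes at the study's criterion and none after adjustment, from 1019 probe sets at an unadjusted p under 0.05.
Among the 28 lists of cell types, tissues and pathways, the 25 neutrophil genes measured had the highest median. Of them 21 were higher, with a median of 0.60 (camera, adjusted p = 6.38e-22), 5 passed the study's criterion and 16 were called when adjusted over the list alone, against 0 over all genes. Monocyte and macrophage genes as a list were not called, with 10 of 19 lower and a median of −0.01 (adjusted p = 0.0595). Interferon-induced genes were higher in 28 of 29 cases with a median of 0.36 (adjusted p = 9.45e-18), although none passed the criterion and 1 was called when adjusted over the list alone. Their mean log2 signal was 9.17 and 9.55 in untreated WT and 9.58 and 9.95 in untreated H3RKO arrays. Arrays of the same genotype thus differed about as much as the genotypes. The largest differences in that list were those of Ifit3 (0.88), Ifit1 (0.84) and Cxcl10 (0.80). Adipocyte genes were lower in 21 of 23 cases with a median of −0.24 (adjusted p = 3.73e-08), and 3 were called when adjusted over the list alone. Cell cycle genes were lower in 28 of 30 cases (median −0.18, adjusted p = 0.000587) and genes of mammary epithelium in 20 of 23 (median −0.13, adjusted p = 0.00562). The mean log2 signal of cell cycle genes was 8.89 and 9.14 in untreated WT and 8.99 and 8.70 in untreated H3RKO arrays. For mammary epithelium it was 6.03 and 6.64 against 5.88 and 6.25, so the genotypes overlapped in both lists. T cell genes were higher in 16 of 18 cases (median 0.13, adjusted p = 3.41e-05), skeletal muscle genes in 12 of 16 (median 0.34, adjusted p = 8e-05) and brown fat genes in 9 of 10 (median 0.32, adjusted p = 0.0329). The mean log2 signal of brown fat genes was 8.06 and 7.06 in untreated WT and 8.12 and 7.70 in untreated H3RKO arrays. The genotypes thus overlapped, and the 2 WT arrays lay further apart than the median difference. T cell means overlapped as well (10.86 and 10.75 in WT, 11.05 and 10.84 in H3RKO), whereas skeletal muscle means did not. Cytokine and chemokine genes were called as higher (adjusted p = 0.031) although 17 of 30 were lower. These calls used a preset correlation between genes. With an estimated correlation each of them had adjusted p = 0.812, but that test has 2 residual degrees of freedom and can hardly call a list. In the list of gland genes put together after the values were seen, 16 of 17 were higher with a median of 1.38, none passed the study's criterion and 1 was called when adjusted over the list alone. Without WT untreated replicate 1 the median was −0.0801, with 2 of 17 higher. In simulated data with the spread of these arrays, 43.2% of 74 probe sets changed 2-fold passed the study's criterion in this comparison, and 100% of those changed 4-fold.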

Relatively few differences in gene expression between WT and H_3_RKO mice were observed in the LN at baseline (9 genes, **Table 1**). However, most of these genes were of immunological relevance, as identified by Ingenuity® Pathway Analysis (IPA). Several immunoglobulin (Ig) genes were downregulated in H_3_RKO LN, whereas S100 calcium-binding proteins A8 and A9 (*S100a8* and *S100a9*) were upregulated. 

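S100a8 and S100a9 encode the subunits of calprotectin, a calcium-binding protein abundant in neutrophils. The log2 signal of S100a8 was 10.88 ± 0.10 (SD, n = 2) in untreated arrays labelled H3RKO and 9.34 ± 0.22 (SD, n = 2) in untreated WT arrays. This is a difference of 1.53 ± 0.13 (SE), or 2.90-fold (adjusted p = 0.0924, higher in 2 of 2 arrays). S100a9 had a log2 signal of 10.73 ± 0.08 (SD, n = 2) and 9.01 ± 0.22 (SD, n = 2), a difference of 1.72 ± 0.13 (SE) or 3.30-fold with the same adjusted p. The heavy chain of immunoglobulin M is encoded by Ighm, and its 11 probe sets did not move together. On the brightest, 1427351_s_at, which lies near the top of the signal range, the genotypes differed by −0.03, with 14.14 to 14.33 in the 8 arrays. A further 4 probe sets were lower at the study's criterion, namely 1425247_a_at (−1.43), 1425324_x_at (−1.41), 1427756_x_at (−1.40) and 1427870_x_at (−1.36), and 3 of the 11 had the opposite sign. Over all 51 probe sets of 19 immunoglobulin genes, 25 were higher and 26 lower with a median of −0.01, and these 4 were the ones that passed, all lower. The list of immunoglobulin genes, taken at 1 probe set per gene, had a median of −0.02 and adjusted p = 0.994 (camera), and adjusted p = 0.998 with an estimated correlation. B cell genes had a median of −0.04 (12 of 17 lower, adjusted p = 0.487) and plasma cell genes a median of 0.09 (15 of 18 higher, adjusted p = 0.00562), with adjusted p = 0.896 and 0.812 with an estimated correlation.

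**Figure D1:**
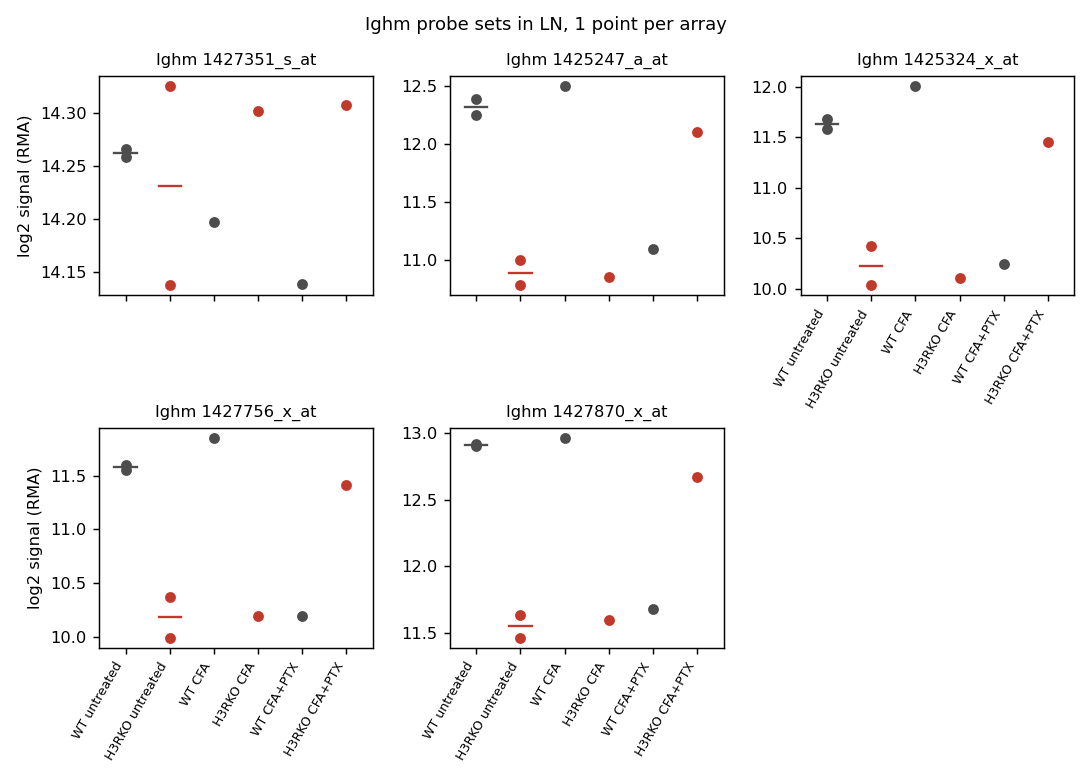
Log2 signal (RMA) of 5 Ighm probe sets in the 8 arrays, with 1 point per array and a line at the mean of the 2 untreated arrays of a genotype (WT grey, H3RKO red). On 1425247_a_at, the untreated WT, WT CFA and H3RKO CFA+PTX arrays lie between 12.10 and 12.50 and the other 4 arrays between 10.78 and 11.09, whereas 1427351_s_at stays within 14.14 to 14.33. The pairing with Ighm is that of the annotation used here, and 1425247_a_at has about the paper's fold changes for IGHG1.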

The latter play an important role in inflammatory processes, and are upregulated during MS and EAE [70].

**Table 1:** Genes differentially expressed in WT vs. H_3_RKO LN at baseline.

p-value	FC	Symbol	Entrez Gene Name
1.03E-03	−10.1	Mup1	major urinary protein 1
8.11E-03	−2.70	IGHG1	immunoglobulin heavy constant gamma 1 (G1m marker)
3.99E-03	−2.57	IGHM	immunoglobulin heavy constant mu
7.18E-03	−2.37	RETN	resistin
3.16E-03	−2.14	CFD	complement factor D (adipsin)
2.46E-03	2.07	FPR2	formyl peptide receptor 2
2.36E-02	2.10	VCAN	versican
1.17E-02	2.32	CLEC4D	C-type lectin domain family 4, member D
1.18E-02	2.90	S100A8	S100 calcium binding protein A8
4.40E-02	3.14	Chi3l3/Chi3l4	chitinase 3-like 3
9.02E-03	3.30	S100A9	S100 calcium binding protein A9

Gene expression was determined by microarray analysis. The criterion for differential expression was set at p<0.05 and signed fold change >2. Fold change (FC) indicates the change in expression in H_3_RKO LN relative to WT.

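After CFA, genes of fat tissue were among those with more RNA in the array labelled H3RKO than in the WT array. Nnat, which encodes the membrane proteolipid neuronatin, was higher by 1.69 ± 0.20 (log2 ± SE, 1 array per genotype). Tmem45b, which encodes a transmembrane protein, was higher by 1.61 ± 0.13, and its log2 signal was 7.95 in the H3RKO CFA array, 6.34 in the WT CFA array and 8.26 to 8.64 in the untreated arrays. Ppbp, which encodes a chemokine of platelets, was 2.82-fold higher. Aldh1a7, an aldehyde dehydrogenase gene, was higher by 1.38 ± 0.18. Lep, which encodes the fat cell hormone leptin, was higher by 1.24 ± 0.27, and the natriuretic peptide receptor gene Npr3 by 1.23 ± 0.20. AI661453, named after an expressed sequence, was higher by 1.36 ± 0.29. Rbp4, which encodes the plasma retinol carrier, and Pcolce2, which acts on procollagen, were 2.04-fold and 2.12-fold higher. Cap1, a regulator of actin filaments, was lower, with a difference of −2.32 ± 0.50. Gda, which encodes guanine deaminase, was lower (−1.28 ± 0.20), as were Hnrnpl (−1.30 ± 0.23), whose product binds RNA, and Aph1a (−1.31 ± 0.29), a subunit of gamma-secretase. The other 2 probe sets of Aph1a did not share its sign. For Nnat, Tmem45b, Aldh1a7, Lep, Npr3, Rbp4 and Pcolce2, the WT CFA array was the lowest of the 8 arrays and the H3RKO CFA array lay within the range of the others. For Cap1, Gda, Hnrnpl and Aph1a, the H3RKO CFA array was the lowest. In all, 39 genes passed the study's criterion, 12 higher and 27 lower. A further 2 probe sets of several genes and 4 without a gene name in the sources used here also passed. None passed after adjustment in limma, where the lowest adjusted p was 0.313 (Tmem45b), from 765 probe sets at an unadjusted p under 0.05, fewer than by chance. In simulated data, 52 unchanged probe sets passed the criterion in this comparison, beside 51 observed. The methods' linear model gave 9 genes at the criterion, 7 higher and 2 lower, and 0 after adjustment, from 827 probe sets at an unadjusted p under 0.05.
Adipocyte genes were higher in 22 of 23 cases with a median of 0.33 (camera, adjusted p = 1.44e-08), and 0 were called when adjusted over the list alone. Skeletal muscle genes were higher in 16 of 16 cases (median 0.30, adjusted p = 0.000364) and imprinted genes in 12 of 13 (median 0.17, adjusted p = 0.00134). Interferon-induced genes were lower in 24 of 29 cases (median −0.15, adjusted p = 0.000917) and monocyte and macrophage genes in 14 of 19 (median −0.12, adjusted p = 0.00485). Neutrophil genes had a median of 0.10 and adjusted p = 0.994. With an estimated correlation, the called lists had adjusted p = 0.881. The control probe sets for actin and Gapdh had a mean difference between their 3′ and 5′ ends of 0.439 (log2) in the H3RKO CFA array and of 0.164 to 0.346 in the other arrays. With this difference as a covariate, chosen after the data were seen, most genes called after CFA no longer passed. More genes passed in all, however, with higher and lower genes about equal in number. The covariate thus changed which genes passed and did not remove the differences. The genes with lower RNA in the H3RKO CFA array also varied within a genotype, and 26 of them, immunoglobulin apart, had a median difference of 0.58 between the 2 untreated arrays labelled H3RKO.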

CFA treatment resulted in 13 differentially expressed genes between WT and H_3_RKO LN (**Table 2**), many of which were also associated with inflammatory responses. Similar to baseline, several Ig genes remained lower in H_3_RKO LN after CFA treatment.

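Of the 51 immunoglobulin probe sets, 21 were higher and 30 lower in the array labelled H3RKO after CFA, with a median of −0.06. Those that passed the study's criterion were the same 4 Ighm probe sets as in untreated LN. Their differences were −1.65 (1425247_a_at), −1.90 (1425324_x_at), −1.67 (1427756_x_at) and −1.37 (1427870_x_at), with 1 array per genotype. The first, 1425247_a_at, has the fold change that the paper gives for IGHG1 (3.14, lower), so which gene it stands for depends on the annotation. The brightest Ighm probe set, 1427351_s_at, was higher by 0.10, and 7 of the 11 Ighm probe sets had the opposite sign to it. Igha, the heavy chain gene of immunoglobulin A, was higher by 0.18 on its brightest probe set and did not pass. The probe set 1452574_x_at, unnamed in the sources used here, passed with a difference of −1.76. It has the fold change that the paper gives for IGHA1 (3.39, lower). The list of immunoglobulin genes was lower in 12 of 19 cases with a median of −0.10 (camera, adjusted p = 0.02), and B cell genes were lower in 16 of 17 cases with the same median (adjusted p = 0.000164). Both had adjusted p = 0.881 with an estimated correlation, and none of either list was called when adjusted over the list alone. The genotype difference after CFA was compared with that in untreated LN by an interaction term, which 1 immunoglobulin probe set passed (Igkv6-20, −1.06) and none of the Ighm probe sets.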

**Table 2:** Genes differentially expressed in WT vs. H_3_RKO LN after CFA treatment.

p-value	FC	Symbol	Entrez Gene Name
2.09E-03	−3.39	IGHA1	immunoglobulin heavy constant alpha 1
1.21E-02	−3.14	IGHG1	immunoglobulin heavy constant gamma 1 (G1m marker)
7.87E-03	−2.58	IGHM	immunoglobulin heavy constant mu
1.26E-02	−2.52	Mup1	major urinary protein 1
4.42E-02	−2.43	GDA	guanine deaminase
4.65E-02	2.04	RBP4	retinol binding protein 4, plasma
4.68E-02	2.12	PCOLCE2	procollagen C-endopeptidase enhancer 2
4.82E-02	2.34	NPR3	natriuretic peptide receptor C/guanylate cyclase C
2.54E-02	2.61	Aldh1a7	aldehyde dehydrogenase family 1, subfamily A7
1.15E-02	2.82	PPBP	pro-platelet basic protein (chemokine (C-X-C motif) ligand 7)
3.39E-03	3.05	TMEM45B	transmembrane protein 45B
2.48E-02	3.23	NNAT	neuronatin
3.11E-02	5.92	Xlr3c	X-linked lymphocyte-regulated 3C

Gene expression was determined by microarray analysis. The criterion for differential expression was set at p<0.05 and signed fold change >2. Fold change indicates the change in expression in H_3_RKO LN relative to WT.

The greatest differences in gene expression between WT and H_3_RKO LN were observed after treatment with CFA+PTX, the EAE immunization protocol that elicits increased disease severity in H_3_RKO mice compared to WT. 

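The largest differences after CFA+PTX were those of genes of salivary and lacrimal glands, which were much lower in the WT CFA+PTX array than in the array labelled H3RKO. Pip, which encodes prolactin-induced protein of saliva and tears, differed by 8.87 ± 1.58 (log2 ± SE, 1 array per genotype). Its log2 signal was 4.28 in the WT CFA+PTX array and 13.15 in the H3RKO one, and it was 9.67 and 13.37 in the 2 untreated WT arrays. Smr3a, a gene of submandibular gland proteins, differed by 8.22 ± 0.87 (adjusted p = 0.243), and Bpifa2, the parotid secretory protein gene, by 7.01 ± 0.46 (adjusted p = 0.052). Bpifa2 lay at 14.03 to 14.13, near the top of the signal range, in the arrays other than WT CFA+PTX and WT untreated replicate 1, so its difference is a lower bound. Cst10 (8.55), Dnase1 (8.53), Chia1 (8.29), Car6 (7.96), Scgb2b27 (7.64), 2310057J18Rik (7.15) and Wfdc12 (6.24) made up the 10 largest with these. In a list of gland genes put together after the values were seen, 16 of 17 were higher, 11 passed the study's criterion and 9 were called when adjusted over the list alone. In all, 52 genes passed the criterion, 39 higher and 13 lower, with a further 10 probe sets of several genes and 12 without a gene name in the sources used here. After adjustment, limma kept the same 2 unnamed probe sets as in untreated LN, lower with fold changes of 12.3 and 16.9 (adjusted p = 0.00964, 1 array per genotype). At an unadjusted p under 0.05, 732 probe sets differed in limma and 896 in the methods' linear model, each fewer than by chance, and the methods' model called 19 genes at the criterion and 0 after adjustment. Among the called genes, the WT CFA+PTX array alone lay outside the range of the 6 arrays of the other conditions for 25 genes, Pip and Bpifa2 among them, and the H3RKO CFA+PTX array alone for 15, Mpo and Ppbp among them.

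**Figure D2:**
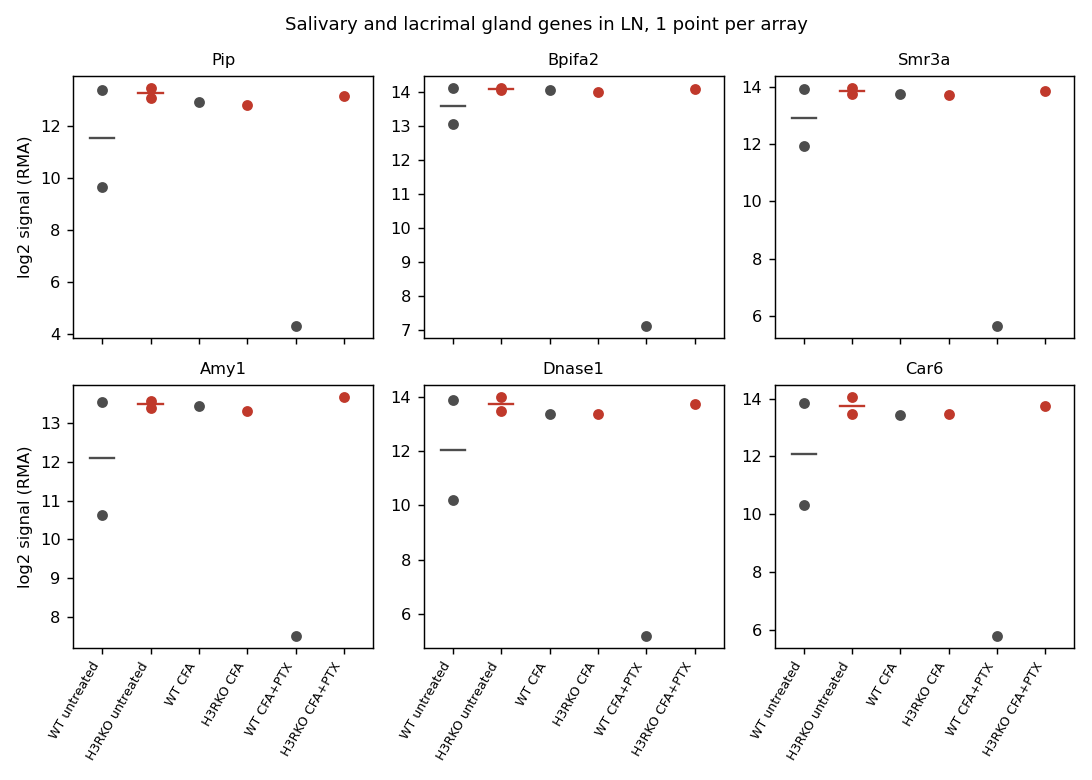
Log2 signal (RMA) of 6 gland genes in the 8 arrays, with 1 point per array and a line at the mean of the 2 untreated arrays of a genotype (WT grey, H3RKO red). For Pip, the WT CFA+PTX array lies at 4.28 and WT untreated replicate 1 at 9.67, with the other 6 arrays at 12.79 to 13.46.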

There were 29 genes differentially expressed between the strains (**Table 3**). 

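Apart from gland genes, genes of granulocytes and of brown fat had more RNA in the CFA+PTX array labelled H3RKO, while adipocyte genes as a list had less. Acot1, which encodes a thioesterase of fatty acid metabolism, was higher by 1.73 ± 0.16 (log2 ± SE, 1 array per genotype, adjusted p = 0.201). Ngp, which encodes neutrophilic granule protein, was higher by 1.48 ± 0.22 (adjusted p = 0.617), and Slpi, an inhibitor of leukocyte proteases, by 1.25 ± 0.15. Ltf, which encodes lactoferrin, and Cd177, a neutrophil surface protein gene, were each higher by 1.18. Fos, an immediate early transcription factor gene, was higher by 1.03 ± 0.17 (adjusted p = 0.687). Ucp1, which encodes the uncoupling protein of brown fat, was higher by 2.42. The genes with less RNA included Foxa1, a transcription factor gene of epithelia (−1.50 ± 0.24), Retn (−1.46 ± 0.15, adjusted p = 0.215), the plasma protein genes Hp (−1.29) and Itih4 (−1.10 ± 0.12, adjusted p = 0.252), the transcriptional regulator gene Cited1 (−1.09 ± 0.17) and the antimicrobial peptide gene Defb1 (−1.87). For Slpi, Ucp1, Foxa1, Hp, Cited1 and Defb1, the WT CFA+PTX array alone lay outside the range of the arrays of the other conditions. Stk31, a kinase gene, had a difference of −0.82 on its brightest probe set and did not pass, whereas its probe set 1454138_a_at passed with a fold change of 2.27. Acot2, a thioesterase gene beside Acot1, was higher by 0.48 and Igkv6-14 by 0.64, and neither passed. Of the 20 genes of Table 3 measured here by a probe set of their own, 12 passed higher and 4 lower, and 19 were called when adjusted over the list alone, against 0 over all genes. The study drew that list from the same arrays, so these counts are not independent evidence. Brown fat genes were higher in 10 of 10 cases with a median of 0.84 (camera, adjusted p = 5.29e-07), and genes of fatty acid oxidation in 12 of 13 with a median of 0.16 (adjusted p = 2.85e-06). The mean log2 signal of the brown fat genes was 7.59 in the H3RKO and 6.55 in the WT CFA+PTX array, and 8.06 and 7.06 in the 2 untreated WT arrays, which differ as much. The brown fat and fatty acid oxidation lists had adjusted p = 0.531 with an estimated correlation. Adipocyte genes were lower in 17 of 23 cases with a median of −0.22 (adjusted p = 0.000176), and 3 were called when adjusted over the list alone. Skeletal muscle genes were lower in 15 of 16 cases with a median of −0.38 (adjusted p = 0.000182), and these lists had adjusted p = 0.541 with an estimated correlation.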

Consistent with increased EAE severity, the results of IPA revealed that many of the differentially expressed genes were involved in inflammation, with a Z-score clearly indicative of an exaggerated inflammatory/immune response in the LNs of H_3_RKO animals following exposure to CFA+PTX (**Tables 4** **and** **5**). 

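Genes of neutrophils and their granules had more RNA in the CFA+PTX array labelled H3RKO, while genes induced by interferons and of the acute phase response had less. Of the 25 neutrophil genes, 19 were higher with a median of 0.42 (camera, adjusted p = 8.84e-11). At the study's criterion 7 were higher and 1 was lower (Hp), and 8 were called when adjusted over the list alone. Of 8 genes of azurophil granules, the stores of microbicidal enzymes made early in myeloid cells, 6 were higher with a median of 0.89 (adjusted p = 6.03e-09), and 4 were called when adjusted over the list alone. The granule genes Mpo, Ctsg, Elane and Prtn3 are among the study's own calls on these arrays, so this test is not independent evidence. Immediate early genes, which are transcribed within minutes of a stimulus, were higher in 15 of 21 cases with a median of 0.18 (adjusted p = 1.96e-08), and 4 were called when adjusted over the list alone. The largest after Fos were Ccn1 (0.91), Fosb (0.91) and Egr1 (0.73). Acute phase genes were lower in 16 of 18 cases with a median of −0.24 (adjusted p = 2.92e-05), and 1 was called when adjusted over the list alone. Interferon-induced genes were lower in 27 of 29 cases with a median of −0.22 (adjusted p = 0.000176), led by Oas2 (−0.69) and Iigp1 (−0.60), and none was called when adjusted over the list alone. Monocyte and macrophage genes were lower in 16 of 19 cases (median −0.20, adjusted p = 0.00959). Genes of cytokines and chemokines were divided evenly, with 15 of 30 higher and a median of −0.01 (adjusted p = 0.832), from Il12b (−0.80) and Ccl3 (−0.76) to Cxcl1 (0.63) and Il1b (0.55). With an estimated correlation, the lowest adjusted p of any list in this comparison was 0.531. In fry, another test of lists, none was called for a shared direction (lowest adjusted p = 0.287). The mixed form of fry, which counts changes of either direction together, called 6 lists, namely liver-secreted (adjusted p = 0.00703), fatty acid oxidation (0.0157), platelet (0.0213), immediate early (0.0213), azurophil granule (0.0247) and acute phase genes (0.0247). The gene sets and scores of IPA are not used here.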

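Immunoglobulin genes had more RNA in the array labelled H3RKO than in the WT array after CFA+PTX, in contrast to the other treatments. Of the 51 immunoglobulin probe sets, 50 were higher with a median of 0.35, and 8 passed the study's criterion, all higher. They included all 3 probe sets of Igha, higher by 1.43 to 1.56 (1 array per genotype), and 3 of Ighm, namely 1425247_a_at (1.01), 1425324_x_at (1.21) and 1427756_x_at (1.21). The Igha signal was lowest in the WT CFA+PTX array (11.29 on the brightest probe set) and was 11.95 and 13.33 in the 2 untreated WT arrays. The list of immunoglobulin genes was higher in 18 of 19 cases (camera, adjusted p = 9.6e-11). Plasma cell genes were higher in 14 of 18 cases with a median of 0.25 (adjusted p = 6.08e-06) and B cell genes in 15 of 17 with a median of 0.11 (adjusted p = 3.72e-05). The WT CFA+PTX array had the lowest mean log2 signal of all arrays for immunoglobulin (8.66), plasma cell (9.66) and B cell genes (10.93). The H3RKO CFA+PTX array (9.06, 9.91 and 11.07) lay within the range of the untreated and CFA arrays. The differences of these lists thus lie in a low WT array. None of these genes was called when adjusted over the list alone, and each list had adjusted p = 0.531 with an estimated correlation. The change of the genotype difference between untreated LN and CFA+PTX was tested as an interaction. For Ighm it was 2.44 (1425247_a_at), 2.62 (1425324_x_at), 2.61 (1427756_x_at) and 2.36 (1427870_x_at), and 6 immunoglobulin probe sets passed, all higher. S100a9 was higher by 1.80 ± 0.18 (log2 ± SE) after CFA+PTX, and its interaction of 0.07 with treatment did not pass. The interaction called 45 genes, 24 higher and 21 lower, and 0 after adjustment in limma (lowest adjusted p = 0.309, 645 probe sets at an unadjusted p under 0.05) or in the methods' linear model (839 probe sets at an unadjusted p under 0.05). The largest were those of the gland genes Smr3a (7.29), Pip (7.12), Dnase1 (6.84), Cst10 (6.66), Bpifa2 (6.50), Chia1 (6.48), Car6 (6.28), 2310057J18Rik (5.35) and Amy1 (4.75) and of Myh4 (−3.48). Interferon-induced genes had a negative interaction in 29 of 29 cases (median −0.73, adjusted p = 3.85e-18), with adjusted p = 0.561 with an estimated correlation and 4 called when adjusted over the list alone. Their interaction with CFA was negative in 29 of 29 cases as well (median −0.48). Both interactions are taken against the same untreated arrays.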

Most genes associated with inflammatory functions were overexpressed in H_3_RKO animals, including Ig genes, which were expressed at lower levels at baseline, and *S100a8* and *S100a9*, which were expressed at higher levels at baseline. We selected three pro-inflammatory genes, *S100a8*, pro-platelet basic protein/chemokine (C-X-C motif) ligand 7 (*Ppbp*), and myeloperoxidase (*Mpo*), all of which were expressed at higher levels in H_3_RKO LN after CFA+PTX treatment (*Ppbp* was also overexpressed in H_3_RKO LN after CFA treatment), for validation by qRT-PCR in a series of independent experiments. 

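Ppbp, Mpo and S100a8 each had more RNA in the CFA+PTX array labelled H3RKO than in any WT array. Ppbp was higher by 2.31 ± 0.15 (log2 ± SE, 1 array per genotype), or 4.96-fold (adjusted p = 0.052). Its log2 signal was 7.76 in the H3RKO CFA+PTX array, 5.45 in the WT CFA+PTX array and 6.40 and 4.90 in the H3RKO and WT CFA arrays. Mpo, which encodes the myeloperoxidase of azurophil granules, was higher by 1.93 ± 0.19, or 3.80-fold (adjusted p = 0.215). Its log2 signal was 7.82 in the H3RKO CFA+PTX array and 5.55 to 6.08 in the other arrays. S100a8 was higher by 1.49 ± 0.18, or 2.80-fold (adjusted p = 0.31), at 11.09 against 9.60. Ctsg (1.46 ± 0.12, adjusted p = 0.135), Elane (1.28 ± 0.16) and Prtn3 (1.26 ± 0.19), which encode serine proteases of the same granules as Mpo, were higher as well. The 9 genes of Table 5 all passed the criterion, all higher. They come from the study's own calls on these arrays, so this count is not independent evidence.

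**Figure D3:**
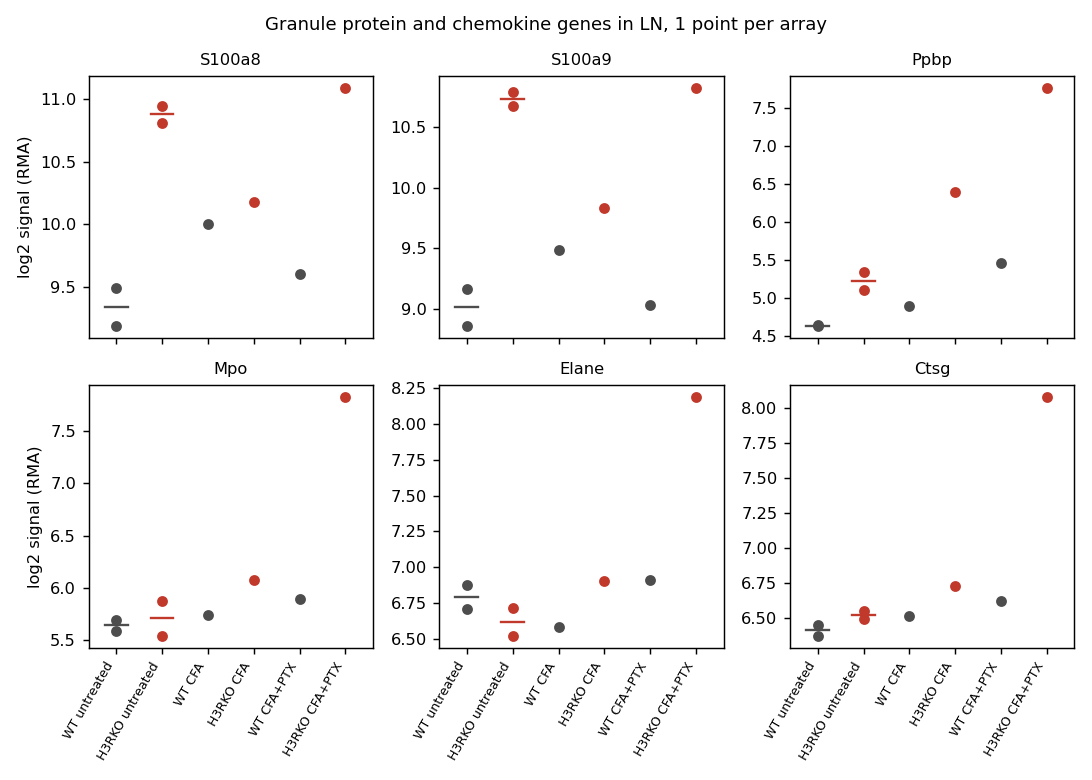
Log2 signal (RMA) of S100a8, S100a9, Ppbp, Mpo, Elane and Ctsg in the 8 arrays, with 1 point per array and a line at the mean of the 2 untreated arrays of a genotype (WT grey, H3RKO red). For Mpo the H3RKO CFA+PTX array lies at 7.82 and the other arrays at 5.55 to 6.08, whereas S100a8 lies above the untreated WT arrays in all 4 arrays labelled H3RKO.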

We confirmed that *S100a8* and *Mpo* were expressed at significantly higher levels in H_3_RKO LN, while expression of *Ppbp* showed an increase that did not reach statistical significance (**Fig. 6A**). Furthermore, we also confirmed downregulation of *Mup1*, a gene that was under-expressed in H_3_RKO LN (**Fig. 6B**). Interestingly, *S100a8*, *Mpo*, and *Ppbp* are differentially expressed in the liver of CBA and BALB/c mice in response to Schistosoma infection, with higher expression correlating with more severe pathological outcome [71]. Taken together, given the exaggerated expression of inflammation-related genes in H_3_RKO LN, these results are consistent with negative regulation of peripheral immune responses by central H_3_R signaling.

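Over all treatments, with 4 arrays per genotype, neutrophil genes had more RNA in the arrays labelled H3RKO. S100a9 was higher by 1.40 ± 0.24 (log2 ± SE, n = 4) and Ppbp by 1.25 ± 0.27 (SE, n = 4), each higher within all 3 treatments. Krt19, a keratin gene, was lower (−1.55 ± 0.36). The other genes with the largest differences of 1 sign in all treatments were gland genes, namely Dnase1 (2.98 ± 1.40), Car6 (2.83), Wfdc12 (2.72), 2310057J18Rik (2.70), Lpo (2.02), Dcpp3 (1.93) and Prpmp5 (1.82). Each of these 10 genes had adjusted p = 0.999. The differences of these gland genes come mainly from WT CFA+PTX and WT untreated replicate 1, with Dnase1 at 5.20 and 10.20 there and at 13.36 to 13.99 in the other 6 arrays, and after CFA the difference was 0.0070 for Dnase1, 0.0394 for Lpo and 0.0216 for Dcpp3. No gene was called after adjustment in limma, from 823 probe sets at an unadjusted p under 0.05, nor in the methods' linear model, from 924. Neutrophil genes were higher in 21 of 25 cases with a median of 0.47 (camera, adjusted p = 1.06e-14). With an estimated correlation the list had adjusted p = 0.709, and 16 of its genes were called when adjusted over the list alone. The median was 0.60 in untreated LN and 0.42 after CFA+PTX but 0.10 after CFA. The difference over all treatments thus comes mainly from the untreated and CFA+PTX arrays. Brown fat genes were higher in 9 of 10 cases with a median of 0.50 (adjusted p = 1.87e-05, and 0.751 with an estimated correlation). From the expression of inflammation-related genes in H3RKO LN, the paper proposes that central H3R signaling negatively regulates peripheral immune responses.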

**Figure 6:**
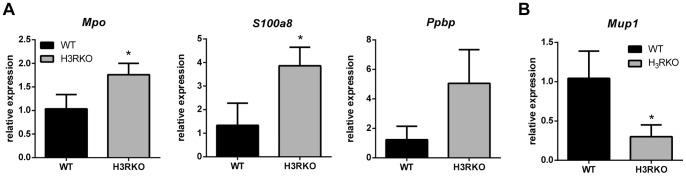
qRT-PCR validation of genes differentially expressed in WT and H_3_RKO LN upon CFA+PTX treatment. WT and H_3_RKO (n = 3 for WT, and n = 4 for H_3_RKO) mice were injected with CFA+PTX. RNA was isolated from LN 24 hours later and subjected to qRT-PCR analysis (see materials and methods) to quantify the mRNA expression of the indicated genes. Data were analyzed using unpaired parametric T test. * indicates p<0.05 compared to WT.

**Table 3:** Genes differentially expressed in WT vs. H_3_RKO LN after CFA+PTX treatment.

p-value	FC	Symbol	Entrez Gene Name
1.75E-03	−12.3	Mup1	major urinary protein 1
3.24E-03	−2.90	CFD	complement factor D (adipsin)
4.97E-02	−2.83	FOXA1	forkhead box A1
1.03E-02	−2.76	RETN	resistin
1.24E-02	−2.36	Serpina3k	serine (or cysteine) peptidase inhibitor, clade A, member 3K
8.85E-03	−2.27	H19	H19, imprinted maternally expressed transcript
6.27E-03	−2.27	STK31	serine/threonine kinase 31
1.42E-03	−2.14	ITIH4	inter-alpha (globulin) inhibitor H4
3.17E-02	−2.13	CITED1	Cbp/p300-interacting transactivator
5.21E-03	−2.06	ADRB3	adrenergic, beta-3-, receptor
3.12E-02	2.02	IGHG1	immunoglobulin heavy constant gamma 1
3.42E-02	2.04	FOS	FBJ murine osteosarcoma viral oncogene homolog
1.43E-02	2.25	ACOT2	acyl-CoA thioesterase 2
4.61E-02	2.32	IGHM	immunoglobulin heavy constant mu
1.76E-02	2.39	SLPI	secretory leukocyte peptidase inhibitor
3.53E-02	2.39	PRTN3	proteinase 3
1.85E-02	2.42	ELANE	elastase, neutrophil expressed
4.37E-02	2.60	IGHA1	immunoglobulin heavy constant alpha 1
2.41E-02	2.62	Beta-s	hemoglobin subunit beta-1-like
2.04E-03	2.75	CTSG	cathepsin G
4.33E-02	2.79	Ngp	neutrophilic granule protein
2.46E-02	2.80	S100A8	S100 calcium binding protein A8
4.39E-02	3.14	Igk-v19-14	immunoglobulin kappa variable 6-14
1.15E-02	3.31	Acot1	acyl-CoA thioesterase 1
1.64E-02	3.48	S100A9	S100 calcium binding protein A9
1.57E-02	3.80	MPO	myeloperoxidase
4.90E-03	4.96	PPBP	pro-platelet basic protein (chemokine (C-X-C motif) ligand 7)

Gene expression was determined by microarray analysis. The criterion for differential expression was set at p<0.05 and signed fold change >2. Fold change indicates the change in expression in H_3_RKO LN relative to WT.

**Table 4:** Top biological pathways associated with changes in inflammation-associated gene expression in H_3_RKO vs. WT LN after CFA+PTX treatment.

Category	p-value	Functions Annotation	PAS^a^	z-score	Molecules
*Inflamm. Response*	*2.57E-07*	*inflammatory response*	*Increased*	*2.24*	*9*
Inflamm. Response	9.19E-08	cell movement of neutrophils	Increased	2.13	7
Inflamm. Response	1.11E-06	chemotaxis of neutrophils		1.84	5
Inflamm. Response	8.32E-08	immune response		1.76	13
Inflamm. Response	1.63E-06	adhesion of neutrophils		1.69	4
Inflamm. Response	4.53E-07	cell movement of phagocytes		1.63	8
Inflamm. Response	2.31E-07	Inflammation		0.30	8
Inflamm. Response	1.91E-07	activation of leukocytes		0.15	9

Results of IPA run on genes differentially expressed between WT and H_3_RKO LN after CFA+PTX treatment. The top 8 associated biological pathways are shown. ^a^PAS, predicted activation state.

**Table 5:** Predicted effects on inflammatory response function in H_3_RKO vs. WT LN after CFA+PTX treatment.

Genes in dataset	Prediction	Fold Change	Findings
PPBP	Increased	4.96	Increases (15)
ELANE	Increased	2.42	Increases (1)
S100A8	Increased	2.80	Increases (8)
S100A9	Increased	3.48	Increases (9)
PRTN3	Increased	2.39	Increases (2)
CTSG	Increased	2.75	Increases (10)
MPO	Increased	3.80	Increases (1)
SLPI		2.39	Affects (2)
FOS		2.04	Affects (1)

Molecules differentially expressed in the pathway with the highest Z-score in Table 4, showing gene expression changes for individual molecules and the predicted impact on the associated annotated function (inflammatory response).

In summary, our studies suggest that an *Hrh3* isoform expression polymorphism regulates neurogenic control of EAE and T cell effector responses in mice, and is a potential functional candidate polymorphism underlying *Eae8*. Moreover, our data, predicted by the neural-initiated disease hypothesis, identify H_3_R as a key intermediate in a neural immune reflex [22], [23], [24] integrating peripheral inflammatory signals in the neurogenic control of disease susceptibility and T cell effector responses. Importantly, our findings which functionally unite the opposing neural-initiated and immune-initiated theories underlying neuroinflammatory reactions in MS provide potential insight into the mechanisms whereby gene-by-environmental stimuli may determine the long term progression and spectrum of clinical disease courses seen in MS [25] associated with subtle changes in BBB integrity preceding inflammatory lesions [72], [73]. Pharmacologic targeting of H_3_R may therefore be useful in preventing the development and formation of new lesions in MS, thereby significantly limiting the progress of the disease.

## Materials and Methods

### Animals

C57BL/6J, B10.S/SgMcdJ and SJL/J mice were purchased from the Jackson Laboratory (Bar Harbor, ME). B6.129P2-*Hrh3^tm1Twl^* mice [74] (H3RKO), originally held at Johnson and Johnson Pharmaceutical Research and Development (San Diego, CA) were maintained at the University of Vermont (Burlington, VT). B10.S.*eae8^SJL^* mice were generated by marker assisted selection using informative microsatellite markers spanning the *eae8* interval [11]. Animals were backcrossed for ten generations at which point they were intercrossed and subsequently fixed as a homozygous interval-specific congenic line. All animals were maintained under specific pathogen free conditions on a 12∶12 light dark cycle and were fed Purina mouse pellets (Ralston-Purina, St. Louis, MO) and water ad libitum. The experimental procedures performed in this study were approved by the Institutional Animal Care and Use Committee (IACUC) of the University of Vermont; IACUC protocol number 08–034, approved November 9, 2007. Guinea pig samples were obtained in a previously published study [75].

### Identification of Polymorphisms in Hrh3

Total RNA from SJL/J and B10.S/SgMcdJ was isolated from adult spleen. cDNAs were PCR amplified using Taq polymerase and specific primer pairs flanking the mRNA coding region of *Hrh3*. The amplified fragments were cloned and at least three clones for each PCR fragment were sequenced from both insert termini. A single nucleotide polymorphism at position 878 (G→A) leading to a single amino acid change from glycine to asparagine at residue 293 (G293D) in the predicted sequence of H3R was identified between B10.S/SgMcdJ and SJL/J allele. Multiple sequence alignment was done using the MultAlign website [63]. Rat *Hrh3* sequence was obtained from NCBI, accession number NP_445958.

To detect the 878 (G→A) *Hrh3* SNP in different inbred strains RFLP was used. oligonucleotide primers flanking the 878 (G→A) SNP were designed: forward primer: 5′-CAAGACGGGCTGTTCGG-3′; reverse primer: 5′-TCACGATGATAGCCA GCGA CTT-3′. The presence of the 878 (G→A) SNP gives rise to a FokI restriction site that distinguishes the two alleles: B10.S/SgMcdJ→661 bp with codon GGT→27, 36, 68, 126, 403 bp fragments; SJL/J→661 bp with codon GAT→27, 36, 68, 126, 177, 226 bp fragments.

### Functional Characterization of Hrh3 Alleles

Radioligand competition binding assays were performed essentially as described [76]. Briefly, *Hrh1* and *Hrh1* ^G293D^ expression plasmids were transfected into COS-7 cells using Lipofectamine (Invitrogen, Carlsbad, CA). Membranes were prepared in binding buffer (50 mM Tris-HCl, pH 7.5, 5 mM EDTA). ^3^H-R-α-methyl-histamine (RAM-HA) was used as the tracer at a final concentration of 1 nM. Unlabeled RAM-HA and Imetit at various concentrations were added as the competitors. The binding assays were carried out at room temperature for 1 hour. The binding mix was then filtered through 96-well GFC (Packard Instrument, Meriden, CT) filter plates and the plates were washed with ice cold binding buffer and dried in a 50^o^C oven. After adding 50 µl Microscint-0 (Packard Instrument, Meriden, CT) to each well of the 96-well filters, the filters were counted in TopCount/NTX (Packard Instrument, Meriden, CT) to measure the bound ^3^H-RAM-HA.

GTPγS binding assays were essentially performed as described [77]. The mouse *Hrh3* and *Hrh3* ^G293D^ expression plasmids were transiently transfected into CHO cells using Lipofectamine. Two days after transfection, the membranes were prepared from the transfected cells and GTPγS binding was performed using either RAM or Imetit as the stimulator.

Ca^2+^ mobilization assays were carried out using the *Hrh3* and *Hrh3* ^G293D^ variants co-transfected into 293T cells with Gq_i5_, a chimeric G-protein that shifts cAMP inhibition to Ca^2+^ mobilization, respectively. 293T cells transfected with Gq_i5_ alone were used as the control. Two days after transfection, the transfected cells were seeded into 96-well black poly-D-lysine coated tissue culture plates and loaded with Fluo-3. Ligand-stimulated Ca^2+^ mobilization was monitored using FLIPR (Molecular Devices, Sunnyvale, CA).

### Quantification of Hrh3 Isoform Expression

Mice were immunized with either (1) CFA; (2) CFA and 200 ng of PTX administered by i.v. injection immediately after the CFA injection; (3) 200 ng of PTX administered by i.v. injection or (4) 200 µg of PLP_139–151_ emulsified in CFA and 200 ng of PTX by i.v. injection immediately thereafter. All CFA injections were administered by equally distributing 0.1 ml emulsion over three sites (left and right flank and base of the tail). Mice were sacrificed on D1 and D10 post immunization.

For tissue collection, mice were anesthetized using Ketaset (Fort Dodge, IA) and perfused with 20 ml of phosphate buffer saline (PBS). Brain samples were snap frozen in liquid nitrogen and stored at −80°C until further processed for RNA isolation. Total RNA was extracted using RNeasy kit followed by a DNase treatment (Qiagen, Valencia, CA) according to the manufacturer’s guidelines. The reverse transcription of RNA was performed using the Superscript III RT kit (Invitrogen, Carlsbad, CA).

Probes for the three *Hrh3* isoforms were designed using the Primer Extension software (Applied Biosystems, Foster City, CA). All real-time PCR reactions were performed using an ABI prism 7900 HT sequence Detection system with the sequence detection software system SDS 2.2 in accordance with the manufacturer’s instructions, using Taqman chemistry. Standard curve assay, using serially diluted *Hrh3* isoform-specific plasmid clones as standards, was used to determine copy number of *Hrh3* isoforms in the samples. The copy number was then normalized to the internal control gene m*HPRT*. qPCR amplification efficiencies for *Hrh3a, Hrh3b, Hrh3c* isoform-specific primer sets were 92.5, 96.2, and 108.1%, respectively, with r^2^ values = 0.99.

### Hrh3 Expression by Cells of the Innate and Adaptive Immune Systems

Alveolar macrophages were collected by lavaging the lungs through a tracheal cannula with 1 ml DPBS from which cells were collected, counted by hemocytometer, and differential analysis was performed by cytospin and H&E stain. Nearly 100% of the cells were identified as alveolar macrophages in these preparations.

For the generation of bone marrow-derived dendritic cells (BMDC), bone marrow was flushed from the femurs and tibiae and cultured on 24-well plates at 1×10^6^ cells/well (1 ml/well) in RPMI-1640 containing 10% serum and 10% conditioned media from X63-GMCSF myeloma cells transfected with murine GM-CSF cDNA (kindly provided by Dr. Brent Berwin, Dartmouth College). Media was replaced on days 2 and 4 and the adherent and lightly-adherent BMDCs, predominantly CD11b^+^CD11c^+^ by FACS, were collected on day 6.

For the preparation of neutrophils, the marrow was flushed from femurs and tibias with HBSS, layered atop a three-step Percoll gradient (72, 64, and 52%), and centrifuged at 1,060×*g* for 30 minutes. Samples of the 72∶64% interface revealed greater than 95% morphologically mature-appearing neutrophils.

Resident mast cells were collected by lavaging the peritoneal cavity five times using 5ml of DPBS per lavage. The cells were layered atop a 75% Percoll solution and centrifuged at 600×*g* for 15 minutes at room temperature. Mast cells in the pellet were visualized by cytospin to be greater than 90% pure. Naïve CD4^+^ (TCRβ^+^CD4^+^CD25^−^CD45RB^High^CD44^Low^CD1d-tetramer^–^), memory CD4^+^ (TCRβ^+^CD4^+^CD25^−^CD45RB^Low^CD44^High^CD1d-tetramer^–^), and NKT (CD1d-tetramer^+^) cells were sorted using the following surface anti-mouse mAb: (H57-5987, eBioscience); anti-CD4 (MCD0417, Caltag); anti-CD25, anti-CD44, and anti-CD45RB (PC61, IM7, 16A; BD Pharmingen). CD1d tetramer was kindly provided by NIH. Sorted cells were kept at −80°C for subsequent RNA extraction.

Total RNA was extracted using an RNeasy isolation kit (Qiagen Inc.). mRNA was reverse transcribed using Superscript III reverse transcriptase (Invitrogen). The generated cDNA was used in qRT-PCR using an *Hrh3* probe (Mm 00446706_m1; Applied Biosystems). β2-microglobulin and *Hprt* were used as reference genes and the relative expression levels were calculated using the comparative threshold cycle (C_T_) method.

### Microarray Analysis

Microarray analysis was conducted on female and male C57BL/6 WT or H_3_RKO mice at 8 weeks of age. Mice in the treatment groups were injected with either with CFA or CFA+PTX and euthanized at 24h. LN were removed from C57Bl/6 WT and H_3_RKO mice at 8 weeks, snap frozen in liquid nitrogen. Isolation and purification of RNA was completed using the RNeasy RNA extraction kit (Qiagen).

RNA amplification and microarray analysis was performed at UVM microarray core facility using manufacturer’s described protocols [78]. Briefly, 2 ug of total RNA from each sample were reverse transcribed to the single stranded cDNA using T7-oligo(dT) primer. T4 DNA polymerase was used to synthesize double-stranded cDNA, which served as a template for *in vitro* transcription using T7 RNA polymerase to produce biotinylated cRNA. The biotinylated cRNAs were fragmented into 50- to 200-base fragments and then hybridized to GeneChip Mouse Genome 430A 2.0 Arrays for 16 h at 45°C in a rotating Affymetrix GeneChip Hybridization Oven 320. After hybridization, arrays were washed and stained with streptavidin-phycoerythrin on an automated Affymetrix GeneChip Fluidic Station F450. The arrays were scanned with an Affymetrix GeneChip Scanner 2700 and the images quantified using Affymetrix GeneChip Operating Software.

The signal intensity for each probe on each chip was calculated from scanned images using GeneChip Operating Software (Affymetrix), and signal intensities were analyzed using BioConductor (http://www.bioconductor.org). Probe intensities were background corrected, normalized, and summarized using the Robust Multichip Average algorithm described by Speed and coworkers [79], [80], including background-correction, normalization, and summarization for each probe set and sample, using Partek Genomic Suites® version 6.6 (Copyright © 2009, Partek Inc., St. Louis, MO, USA). Microarray datasets were uploaded to the Gene Expression Omnibus repository, accession number GSE44873.

Sample quality was assessed based on the 3′:5′ ratio, relative log expression, and normalized unscaled standard error. 

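The array farthest from the others on the main axis of variation was WT CFA+PTX, and gland genes had the largest loadings on that axis. Principal component 1 held 39.2% of the variance, component 2 held 16.2% and component 3 held 13.4%. On component 1, WT CFA+PTX lay at −34.0 and WT untreated replicate 1 at −14.2, with the other 6 arrays at 3.31 to 13.6. Among named genes the largest loadings were those of Pip (0.19), Cst10 (0.19), Dnase1 (0.18) and Chia1 (0.18). The mean log2 signal of 17 salivary and lacrimal gland genes was 5.71 in WT CFA+PTX, 8.27 in WT untreated replicate 1 and 10.41 to 11.28 in the others. The gap between WT CFA+PTX and its neighbour was a share of 0.416 of the range on component 1 and 0.46 on the gland mean. Both shares lie below Dixon's critical value for 8 arrays. The neighbour, WT untreated replicate 1, was itself low on both measures and narrows this gap. The test thus cannot decide whether WT CFA+PTX is an outlier. The 2 untreated WT arrays had a correlation of 0.994 with 122 probe sets over 2-fold apart, and the 2 untreated arrays labelled H3RKO one of 0.997 with 58. The arrays most alike were WT CFA and H3RKO CFA+PTX, with a correlation of 0.998 and 34 probe sets over 2-fold apart. Array medians ran from 7.94 to 8.00.

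**Figure D4:**
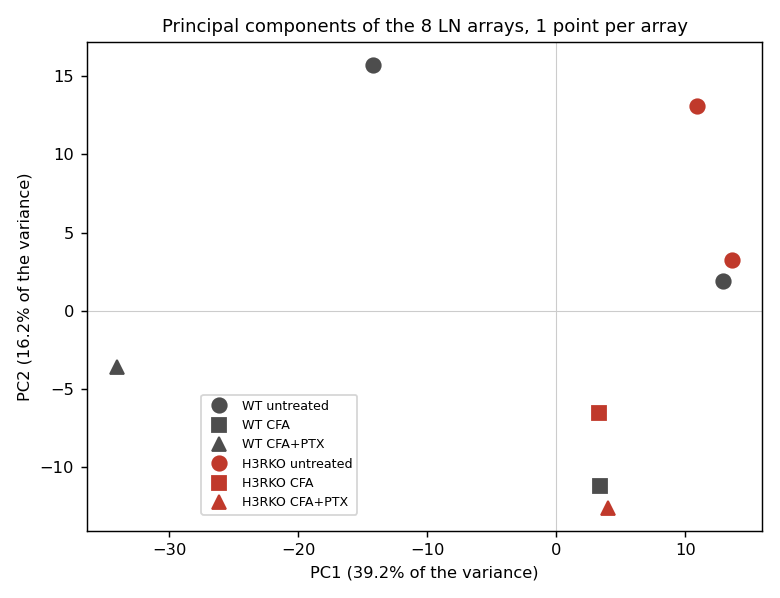
Scores of the 8 arrays on principal components 1 (39.2% of variance) and 2 (16.2%) of the log2 signal (RMA), with WT arrays in grey and H3RKO arrays in red (circles untreated, squares CFA, triangles CFA+PTX). WT CFA+PTX lies at −34.0 on component 1 and WT untreated replicate 1 at −14.2.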

Principal Component Analysis was used to screen for outlier samples that could potentially introduce latent variation into the analysis of differential expression across sample groups (none were detected).

To identify differentially expressed genes, linear modeling of sample groups was performed using ANOVA within Partek Genomic Suites. The magnitude of the response (fold change calculated using the least square mean) and the p-value associated with each probe set and binary comparison was calculated, as well as step-up, adjusted p-value for the purpose of controlling the false discovery rate [81], [82]. Genes were considered to be differentially expressed when the signed fold change was greater than 2 and *P*<0.05.

### Immunohistochemistry

After removing pancreatic, axillary, mesenteric, renal, cervical, and brachial LN as well as spleens, tissue was immediately fixed in 4% formaldehyde, 0.4% picric acid in 1×PBS o/n at 4°C. Tissue was then rinsed 3x for 15 m in PBS and cryoprotected o/n at 4°C in 30% sucrose in 1×PBS. Tissue was stored at −80°C in OCT prior to cryosectioning. Floating sections of colonic tissue from guinea pig gut (obtained in a previous study [75]), were used as positive tissue controls. Tissue was cryosectioned and collected slides and stored at −80°C prior to staining. Tissue was stained with rabbit anti-neuron specific enolase antiserum (Polysciences) diluted at 1∶10,000 followed Cy3-conjugated goat anti-rabbit antibody (Jackson Immunoresearch) at 2.5 µg/ml.

Slides were analyzed with an Olympus AX70 fluorescence photomicroscope. Filter sets for Cy3 were 510 nm-550 nm excitation and 590nm emission. Images were captured with an Optronics Magnafire CCD camera, attached to the Olympus AX70 microscope. Images were cropped in Microsoft PowerPoint with minimal alteration (minor adjustments to brightness and contrast).

### qRT-PCR Validation of Differentially Expressed Genes

WT and H_3_RKO mice were immunized subcutaneously with CFA, followed by i.v. injection of PTX. 24 hours later, draining LN were removed and snap frozen in liquid nitrogen. RNA was extracted using the RNEasy kit (Invitrogen) according to manufacturer’s instructions. cDNA was reverse transcribed using the Taqman Gold RT-PCR kit. qRT-PCR was performed using the DyNAmo Colorflash SYBR green qPCR kit (Thermofisher) and previously described primer sets [71], [83]. *Ywhaz* and *Actb*_were used as reference genes and relative mRNA levels were calculated using the comparative C_T_ method, normalizing to the expression level in WT LN.

How the deposited data were processed for this re-analysis (not part of the article)

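LN RNA from pools of at least 3 female and male mice aged 8 weeks was hybridized by the authors to single-colour Affymetrix mouse arrays, 1 array per pool and 8 in all. WT untreated and H3RKO untreated were measured in 2 arrays each and WT CFA, H3RKO CFA, WT CFA+PTX and H3RKO CFA+PTX in 1 each, the treated ones at 24 h. The authors background-corrected, normalized and summarized the probe intensities per probe set with the Robust Multichip Average (RMA), run in Partek Genomic Suite by the paper's methods, and the deposited values are on a log2 scale. They run from 2.42 to 14.40 with a median of 7.97. No step before these values was repeated.

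Of 22690 probe sets, 64 control probe sets were set aside and 22626 were tested. The reference table used here pairs 20380 of them with 1 gene, 691 with several and 1555 with none, which gives 12393 genes, 4956 of them with more than 1 probe set. A gene counts as called once any probe set of its own passes. A named gene's value is that of its own probe set with the highest mean over the 8 arrays, and where its other probe sets differ in sign the text says so for the genes it discusses.

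Differences between genotypes within a treatment, and interactions of genotype with treatment, came from a linear model with a mean for each of the 6 groups (limma 3.58.1 in R 4.3.3, lmFit and eBayes). It leaves 2 residual degrees of freedom, all from the untreated pairs, and a prior with 3.58 degrees of freedom. The study's criterion, an unadjusted p under 0.05 and a fold change over 2, was applied, with counts after Benjamini-Hochberg adjustment over all probe sets beside it. The genotype difference over all treatments and the treatment effects came from an additive model of genotype and treatment with 4 residual degrees of freedom and were called at an adjusted p under 0.05. Named genes are Hrh3, the genes of Tables 1 to 3 and 5 and Fig. 6 of the paper, the 10 largest differences among the called genes of each comparison and each interaction, and up to 4 genes with the largest differences of each list discussed. The values in the paper's tables had been seen when this rule was written. Genes named beyond it were chosen after their values were seen, namely those passing with known roles in neutrophils, fat, muscle and glands and those of the plots. Some genes of the paper's tables and figures have no probe set of their own in the reference table and are not reported here.

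Lists of 28 cell types, tissues and pathways were tested with camera at a preset correlation of 0.01 on 1 probe set per gene, adjusted over the lists within a comparison. Camera with an estimated correlation and fry were the alternatives. The former rests on the residual degrees of freedom, 2 or 4 here, and can hardly call a list. Acute phase genes after CFA+PTX had an estimated correlation of 0.0068, below the preset one. Their adjusted p was 2.92e-05 with the preset and 0.531 with the estimated correlation. A high p from this alternative thus does not by itself show correlation between genes. These lists, the models, the criteria and most alternatives were set before the data were examined. The list of salivary and lacrimal gland genes, the gland score and the overlap test near Hrh3 were chosen after the data were seen. So were the 3′ to 5′ difference as a covariate and the comparison with the WT CFA array. The genes near Hrh3 are 1 of the 28 lists. The alternatives were the methods' linear model without moderation, a trend with robust fitting, quantile normalization again, centring on array medians, a filter on dim probe sets, leaving out probe sets that may cross-hybridize, a replicate block, a sex score, each array left out, another fold change, adjusted p with no fold change, other probe sets per gene and only the untreated arrays.

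The models were tested on simulated data with the spread of these arrays and 200 changed probe sets. For 2-fold changes, 32 of 74 passed the study's criterion in untreated LN, 35 of 72 after CFA and 33 of 74 after CFA+PTX, with 17, 52 and 61 unchanged probe sets passing. Over all treatments, 92.6% of 68 were recovered at an adjusted p under 0.05, with 14 unchanged probe sets called. In CFA+PTX, a list of 20 genes shifted by 0.5 was called by camera in 50 of 50 simulations and an unshifted one in 1 of 50. These rates hold for the simulated data and may not carry over to the arrays. There S100a9 was 2.64-fold higher over all treatments, yet had adjusted p = 0.999 (limma). How correlation between the genes of a list changes the rate of false calls was not tested. The number of arrays limits the precision. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15 (numpy 2.4.6). The qRT-PCR, the microscopy and the EAE experiments are not analysed here, and IPA was not used here.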

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

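The tests of gland, granule and Ighm patterns reported here were chosen after the results were seen, as was the list of gland genes, and the interaction tests were planned.

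Several genes had a genotype difference that changed between treatments by the interaction term, at the study's criterion. Between untreated LN and CFA+PTX, the difference (H3RKO minus WT, log2) grew by 1.87 for Acot1, 1.86 for Mpo, 1.72 for Ppbp, 1.63 for Prtn3, 1.58 for Slpi, 1.45 for Elane and 1.35 for Ctsg. It changed by −1.04 for Clec4d and −1.44 for Vcan. Between untreated LN and CFA, it changed by 1.99 for Nnat, 1.91 for Tmem45b, 1.82 for Aldh1a7, 1.41 for Retn, 1.14 for Pcolce2 and 1.14 for Rbp4. It changed by −1.11 for Clec4d, −1.36 for S100a8, −1.38 for S100a9, −1.71 for Gda, −1.79 for Vcan and −2.23 for Chil3. None of these passed after adjustment over all probe sets in limma, where the lowest adjusted p was 0.309 for CFA+PTX (645 probe sets at an unadjusted p under 0.05, 0 after adjustment in the methods' linear model) and 0.348 for CFA (1295, and 0 likewise). Each rests on 1 treated array per genotype.

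A further 4 signals lie in gland genes, in Hrh3 and in probe sets without a gene name in the sources used here. The 17 gland genes had a median difference of 6.14 after CFA+PTX, and the Hrh3 probe set was 0.61 higher over all treatments in the arrays labelled H3RKO. The unnamed probe sets 1420465_s_at and 1426154_s_at were lower in untreated arrays labelled H3RKO (−3.33 and −3.65) and are the only probe sets called after adjustment in a comparison of genotypes within a treatment. They were lower in the H3RKO CFA+PTX array as well (−3.62 and −4.08). After CFA the differences were smaller (−1.33 and −0.92), as the WT CFA array lay at 10.48 and 5.09, and between untreated LN and CFA they changed by 2.00 and 2.73 (interaction, adjusted p = 0.348). No condition has enough arrays to test for an array far from its replicates.

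Gland genes were lower in the WT CFA+PTX array than in the array labelled H3RKO. A loss of gland signal after CFA+PTX in both genotypes was not seen in the 1 array labelled H3RKO. Its list median differed by −0.0033 from untreated arrays of that genotype. A shared loss would also leave the 2 CFA+PTX arrays alike, whereas they differed by a median of 6.14, with 16 of 17 genes higher in H3RKO. These values argue against a shared loss as the cause of the difference, with 1 array per genotype. Different amounts of gland tissue in the pools may account for the pattern, since the 2 untreated WT arrays differed in the same way by a median of 2.92 with 17 of 17 genes in 1 direction. A response of WT mice alone stays open, with a median of −4.56 between the WT CFA+PTX array and untreated WT arrays, because there is a single WT CFA+PTX pool.

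Granule protein genes were higher in the H3RKO CFA+PTX array than in the WT CFA+PTX array. The WT CFA+PTX array was not low against untreated WT, as the median of the 8 azurophil granule genes was 0.20 higher there. The H3RKO CFA+PTX array was 1.20 above its untreated arrays. With 1 WT array it is not decided whether that array fell short of a rise after CFA+PTX. The 17 platelet genes other than Ppbp had a median of −0.0555 (quartiles −0.18 to 0.12), with 8 higher. These values argue against blood platelets as the source but do not exclude them, with 1 array per genotype. Ppbp itself was higher, and the mixed form of fry called the platelet list (adjusted p = 0.0213). More myeloid precursors in the H3RKO pool may contribute, and the neutrophil genes outside the granule list and the study's tables had a median of 0.25 with 12 of 18 higher (quartiles −0.08 to 0.53), which does not decide it. A difference between genotypes in the response to CFA+PTX stays open, as only 1 pool per genotype was measured.

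The 4 Ighm probe sets were lower in H3RKO untreated and CFA arrays and higher in the H3RKO CFA+PTX array. Exchanged labels of the CFA+PTX arrays would turn round every difference that parts the genotypes elsewhere, and could not account for the 66.67% of those probe sets (6 of 9, Krt19 and Hrh3 among them) that kept their sign, although Myh4, Tnnc2 and Acta1 turned round. A strain variant carried by the H3RKO mice alone would leave the arrays of each genotype at 1 level. The WT CFA+PTX array was lower than the other WT arrays by a median difference of −1.38 (log2), from −1.25 to −1.51. The H3RKO CFA+PTX array was 1.11 to 1.27 above the other arrays labelled H3RKO. These values argue against a strain variant as the only cause in these 4 probe sets, with 1 CFA+PTX array per genotype. A variant stays open for the untreated and CFA arrays alone. A genotype effect that CFA+PTX turns round stays open, with a median change of 2.53, since each CFA+PTX group is a single pool. The H3RKO CFA+PTX array was higher than the other arrays labelled H3RKO by 1.23, and B cell genes differed by −0.20 to 0.11 in untreated LN, less than these probe sets.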

How the results depend on the processing

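The alternatives with a gland score, with the 3′ to 5′ difference of the control probe sets and against the WT CFA array were chosen after the data were seen, and the others were planned.

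Of 1635 values of named genes under the alternatives, 1432 kept their direction and their side of the criterion, 173 kept their direction and no longer passed, 14 came to pass and 16 reversed. For comparison, the counts of genes as reported are 22 in untreated LN, 39 after CFA, 52 after CFA+PTX, 45 for the CFA+PTX interaction, 122 for the CFA interaction and 0 for the comparisons over all treatments and between treatments. Quantile normalization again and centring on array medians left each of the first 5 counts within 1.5 times its value.

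With the methods' linear model the counts were 8 in untreated LN, 9 after CFA, 19 after CFA+PTX, 15 and 26 for the CFA+PTX and CFA interactions and 1 for CFA against untreated. With a trend and robust fitting they were 34 after CFA+PTX, 3 for CFA against untreated and 30 for CFA+PTX against untreated. Quantile normalization again gave 1 for genotype over all treatments and 1 for CFA+PTX against untreated, and centring on medians gave 2 for CFA and 2 for CFA+PTX against untreated. With only probe sets brighter than the median, which are fewer, they were 8, 20 and 30 in the 3 treatments, 25 and 60 for the CFA+PTX and CFA interactions, 3 for CFA against untreated and 11 for CFA+PTX against untreated. Without probe sets that may cross-hybridize they were 1 for CFA and 5 for CFA+PTX against untreated. With a sex score the CFA+PTX interaction called 76. With a fold change over 1.5 the counts were 82, 171 and 139 in the 3 treatments and 210 and 495 for the CFA+PTX and CFA interactions, as a wider criterion must give, and with an adjusted p and no fold change they were 0 genes in each of the 5. Apart from the filters and criteria, the cause was not tested.

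A replicate block, with 1 residual degree of freedom, gave 44 genes in untreated LN, 90 after CFA+PTX and 76 for the CFA+PTX interaction. The replicate numbers are shared numbers only, and the gap between replicates 1 and 2 had a correlation of 0.123 between the genotypes over all probe sets.

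Leaving out 1 array at a time gave 27 to 86 genes in untreated LN, 40 to 43 after CFA, 59 to 74 after CFA+PTX, 52 to 97 for the CFA+PTX interaction and 101 to 197 for the CFA interaction. It gave 0 to 3 for genotype over all treatments, 0 to 6 for CFA against untreated, 0 to 3 for CFA+PTX against untreated and 0 to 0 for CFA+PTX against CFA. The untreated count was 86 without WT untreated replicate 2, 34 without WT untreated replicate 1 and 37 without H3RKO untreated replicate 2, while the CFA+PTX interaction called 70, 97 and 68 without these. The CFA interaction called 197 without WT untreated replicate 1. The count over all treatments was 3 without either CFA array and 1 without either CFA+PTX array, and CFA against untreated called 6 without the H3RKO CFA array. CFA+PTX against untreated called 1 without WT untreated replicate 1, 2 without the WT CFA+PTX array and 3 without the H3RKO one.

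With the gland score the counts were 40 in untreated LN, 436 after CFA+PTX (238 with a higher and 200 with a lower probe set, against 39 and 13 as reported, 31 shared), 267 for the CFA+PTX interaction and 190 for the CFA interaction, and the WT CFA+PTX array lies far outside the scores of the untreated arrays that set the slope. With the 3′ to 5′ difference they were 88 in untreated LN (19 shared), 113 after CFA (56 higher and 57 lower against 12 and 27 as reported, 13 shared), 99 after CFA+PTX (49 shared) and 528 for the CFA interaction (335 with a higher and 195 with a lower probe set, against 25 and 97 as reported, 43 shared). Against the WT CFA array, the H3RKO CFA+PTX array called 20 genes (11 shared).

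Reversed values (log2) were as follows. Ighm in untreated LN was 0.0133 with a sex score and 0.0632 without H3RKO untreated replicate 2, and after CFA it was −1.90 on the probe set with the largest fold change and −1.82 from the median signal of its probe sets in each array. That median falls on probe sets of different level in different arrays, and the median of the 11 differences was −0.26. Aph1a after CFA was 0.0745 without probe sets that may cross-hybridize and 0.0745 from the median signal. Against the WT CFA array, Stk31 was 0.0645, Itih4 0.29, Cited1 0.0675, Acot2 −0.41, Slpi −0.12 and Igkv6-14 −0.35. With the gland score, Scgb2b27 was −3.29 and Wfdc12 −2.63 after CFA+PTX, and Lpo −0.0156 and Dcpp3 −0.19 over all treatments. The cause was not tested.

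Of 252 tests of lists, 92 were called with the preset correlation, 0 with an estimated correlation (lowest adjusted p 0.514) and 0 by fry for a shared direction (lowest adjusted p 0.165), while the mixed form of fry called 22. With 2 or 4 residual degrees of freedom, the test with an estimated correlation cannot decide whether the lists differ. RMA values carry no call of signal over background, so how far differences of dim genes are compressed is not known here.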

Differences from the paper's values

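The alternatives named here were set before the data were examined unless said otherwise, and the comparison of single probe sets with the paper's values was made after the values were seen.

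A count is said to differ where it is over 1.5 times the other. The paper counts 9 genes in untreated LN at the same criterion, and 22 were called here. The methods' linear model (8) and brighter probe sets alone (8) did not differ from the paper's count. A trend with robust fitting, both scalings, leaving out probe sets that may cross-hybridize, the replicate block, the sex score, each array left out, the other criteria and the untreated arrays alone did. The paper's Table 1 itself has 11 entries. The paper counts 13 genes after CFA, against 39 here, and only the methods' linear model (9) did not differ, whereas every other alternative did. The paper counts 29 genes after CFA+PTX, against 52 here. A trend with robust fitting (34) and brighter probe sets alone (30) did not differ, whereas the methods' linear model (19) and every other alternative set in advance did. Of those chosen after the data were seen, the H3RKO CFA+PTX array against the WT CFA array (20) did not differ. The paper's Table 3 has 27 entries. The counts here hold only genes with a probe set of their own. Of the entries of Tables 1, 2 and 3, 8, 10 and 20 have one, so the annotation alone can make a count here smaller. The methods' linear model passed 30 probe sets after CFA+PTX. How much of the differences in counts comes from the annotation was not tested.

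Of 38 fold changes in the paper's tables that could be set beside a gene measured here, 31 lay within the error, which is the pooled SD of the untreated arrays times the square root of 2. Both sets of values come from the same arrays, so the spread of replicates is a loose yardstick for them. The largest gap within it was that of Vcan, 0.464 (log2) with an error of 0.651, where the value here is 2.90 and the paper's 2.10, and the Vcan probe set 1421694_a_at has a fold change of 2.10. The other 7 differed, and alternatives seen to come within the error are named with them. With the probe set of the largest fold change, 35 of the 38 passed the study's criterion, which is not a count of values within the error. The values here for Ighm come from its brightest probe set, 1427351_s_at, which lies near the top of the signal range (14.14 to 14.33) in all 8 arrays and can hardly show a change, so their size and sign say little. For Ighm in untreated LN, the paper's value is −2.57 and the value here −1.02. The probe set with the largest fold change (−2.69) did not differ. Nor did the median signal of the probe sets in each array (−2.65), which sets probe sets of different level side by side, whereas the median of the 11 differences was 1.03-fold, lower. The probe set 1427870_x_at has a fold change of 2.57, lower. For Ighm after CFA, the paper's value is −2.58 and the value here 1.07. No such alternative came within the error, although the largest probe set (−3.74), the median signal (−3.53) and the median of the 11 differences (1.20-fold, lower) share the paper's sign and 1427870_x_at has a fold change of 2.58, lower. For Igha after CFA, the paper's value is −3.39 and the value here 1.14, and no alternative came within the error. The probe set 1452574_x_at, which the sources used here do not name, has a fold change of 3.39, lower.

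For Ighm after CFA+PTX, the paper's value is 2.32 and the value here 1.12. The probe set with the largest fold change (2.32) and the median signal (2.31) did not differ, whereas the median of the 11 differences was 1.46-fold. For Stk31 after CFA+PTX, the paper's value is −2.27 and the value here −1.76. Leaving out probe sets that may cross-hybridize (−2.27) and the probe set with the largest fold change (−2.27) did not differ. For Acot2 the paper's value is 2.25 and the value here 1.40, and for Igkv6-14 the paper's value is 3.14 and the value here 1.56. No alternative came within the error for either, and probe sets shared by several genes have the paper's fold changes, 2.25 on 1422997_s_at and 3.14 on 1451965_at.

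The paper states that several immunoglobulin genes were lower in untreated H3RKO LN and remained lower after CFA. Here 4 probe sets of 1 gene, Ighm, passed as lower in each comparison, and the list of 19 immunoglobulin genes had a median of −0.02 in untreated LN. How many genes these probe sets stand for depends on the annotation, which here pairs all 4 with Ighm and gives 1452574_x_at no name. Of these, 1425247_a_at has fold changes of 2.69 in untreated LN and 3.14 after CFA, lower, and of 2.02 after CFA+PTX, higher, which are the paper's for IGHG1 to within 0.01. Likewise, 1420465_s_at, unnamed here, has fold changes of 10.1, 2.52 and 12.3, lower, in these comparisons, which are the paper's for Mup1. The paper states that the greatest differences followed CFA+PTX, and the counts at the criterion run the same way, whereas the probe sets at an unadjusted p under 0.05 numbered 1228 in untreated LN, 765 after CFA and 732 after CFA+PTX. Without WT untreated replicate 2 the criterion called 86 genes in untreated LN, 40 after CFA and 74 after CFA+PTX. In simulated data, 17, 52 and 61 unchanged probe sets passed in these comparisons, beside 34, 51 and 82 probe sets observed. The comparisons after CFA and after CFA+PTX have the same design, so 52 against 61 says nothing about their order.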

Other observations

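The test of genes near Hrh3 and the description of the genes lower after CFA were chosen after the results were seen, and the count over other splits and the tests of treatments were planned.

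The 4 arrays labelled H3RKO had more signal on the Hrh3 probe set than the 4 WT arrays. A candidate explanation is sequence around Hrh3 from the strain that gave the targeted allele, which would part the genotypes at neighbouring genes as well. The reference lists 189 genes within 100 genes of Hrh3 on either side, of which 45 were measured. Of these 45, 4 (Osbpl2, Ythdf1, Arfgap1 and Col20a1) had no overlap between the genotypes, or 8.89%. Over all 12393 genes 1.86% had none, and 2.86% would by chance (Fisher's exact test, two-sided, p = 0.00964). The neighbours had no shared direction in any comparison of genotypes within a treatment (camera, lowest adjusted p = 0.586), which the explanation does not need, and over all treatments the mixed form of fry, which takes changes of either direction, called them (adjusted p = 0.0219). The test leaves the place of the probe set in the gene unknown.

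For genotype over all treatments, 823 probe sets had an unadjusted p under 0.05. Of 34 splits of the arrays, 26 gave at least as many, the real one included in each number, and the highest other gave 2854, so chance cannot be excluded. Whether the larger counts of other splits reflect a structure of the samples was not tested.

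Several lists moved the same way after CFA and after CFA+PTX. Both comparisons are taken against the same untreated arrays. The mean log2 signal of those arrays ran from 9.17 to 9.95 for interferon-induced genes and from 8.70 to 9.14 for cell cycle genes. The agreement can thus come from the untreated arrays and is not independent evidence of a shared effect. Cell cycle genes were lower after CFA in 29 of 30 cases (median −0.30, camera, adjusted p = 2.48e-16) and after CFA+PTX in 28 of 30 (median −0.24, adjusted p = 8.32e-08). Interferon-induced genes were higher in 27 of 29 cases after each (medians 0.40 and 0.33). Acute phase genes were higher after CFA+PTX with a median of 0.23 (adjusted p = 0.000113), led by Saa3 (2.83) and Itih4 (1.49), and Saa3 was 2.54 higher after CFA. Genes induced by glucocorticoids were higher after CFA+PTX in 13 of 16 cases (median 0.50, adjusted p = 4.37e-07), with 11 called when adjusted over the list alone, among them Errfi1 (0.80), Tsc22d3 (0.71), Zbtb16 (0.71) and Per1 (0.55). Against CFA alone, brown fat genes were lower in 10 of 10 cases (median −1.41, adjusted p = 3.71e-11), with 8 called when adjusted over the list alone and Ucp1 at −2.41. With an estimated correlation the lowest adjusted p of any list in these comparisons was 0.552. The 3′ to 5′ difference of the control probe sets was 0.302 to 0.439 in the 4 treated arrays and 0.164 to 0.307 in the untreated ones. With it as a covariate, camera with the preset correlation still called the lists given so far here in the same directions. Adipocyte genes were lower after CFA in 20 of 23 cases (median −0.21, camera, adjusted p = 4.93e-08). After CFA+PTX they were lower in 23 of 23 (median −0.37, adjusted p = 1.7e-09). No gene was called after adjustment in limma for CFA (1413 probe sets at an unadjusted p under 0.05, lowest adjusted p 0.0543), CFA+PTX (2783, 0.0625) or CFA+PTX against CFA (1238, 0.448), and the methods' linear model called 1, 0 and 0.

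Between untreated LN and CFA, the interaction called 122 genes, 25 higher and 97 lower (10 and 16 in the methods' linear model), led by Cap1 (−2.87), Slfn4 (−1.97), Ccl9 (−1.66) and Orm1 (1.58) besides genes given above. Adipocyte genes were positive in 22 of 23 cases (median 0.51, adjusted p = 5.94e-14) and neutrophil genes negative in 22 of 25 (median −0.49, adjusted p = 8.14e-16), each with adjusted p = 0.85 with an estimated correlation. Of the neutrophil genes, 6 were called when adjusted over the list alone. Interferon-induced genes were negative in 29 of 29 cases (median −0.48), as they were in the CFA+PTX interaction.

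The 26 genes lower in the H3RKO CFA array, immunoglobulin apart, had a median difference of −1.18 from the WT CFA array and of 0.53 between the CFA+PTX arrays (25 of 26 positive). Over the 6 other arrays their mean had r = −0.60 with the 3′ to 5′ difference of the control probe sets (permutation p = 0.21) and a Spearman rho of −0.77 (permutation p = 0.103). Without the 2 arrays farthest from the median, r was 0.03, so the relation rests on those arrays. As low a value came from 15.2% of 10000 random lists.

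Pools held female and male mice. Xist signal was 12.55 to 13.11 and the mean of the Y-linked genes 7.29 to 7.71 in the 8 arrays, so both sexes were present in each. Over the comparisons of genotypes within a treatment, lists of platelet, erythroid, dendritic cell, nerve, stromal, liver-secreted and histamine-related genes were not called by camera with the preset correlation (lowest adjusted p = 0.0757 for platelet genes, after CFA+PTX).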
